# Correcting PCR amplification errors in unique molecular identifiers to generate accurate numbers of sequencing molecules

**DOI:** 10.1038/s41592-024-02168-y

**Published:** 2024-02-05

**Authors:** Jianfeng Sun, Martin Philpott, Danson Loi, Shuang Li, Pablo Monteagudo-Mesas, Gabriela Hoffman, Jonathan Robson, Neelam Mehta, Vicki Gamble, Tom Brown, Tom Brown, Stefan Canzar, Udo Oppermann, Adam P. Cribbs

**Keywords:** RNA sequencing, Transcriptomics, Computational platforms and environments

## Abstract

Unique molecular identifiers are random oligonucleotide sequences that remove PCR amplification biases. However, the impact that PCR associated sequencing errors have on the accuracy of generating absolute counts of RNA molecules is underappreciated. We show that PCR errors are a source of inaccuracy in both bulk and single-cell sequencing data, and synthesizing unique molecular identifiers using homotrimeric nucleotide blocks provides an error-correcting solution that allows absolute counting of sequenced molecules.

## Abstract (web summary)

This study introduces a method utilizing homotrimeric nucleotide blocks to achieve accurate counts of RNA molecules in both bulk and single-cell sequencing data.

## Main

Unique molecular identifiers (UMIs)^1^ distinguish molecules in sequencing, enabling correction for biases in sampling and PCR amplification across next-generation and third-generation sequencing methods, including bulk RNA^2,3^, single-cell RNA^4,5^ and DNA approaches^6–8^. However, the accuracy of molecular quantification can be affected by the varying sequencing quality of different platforms^9^. Different sequencing platforms necessitate varied PCR cycling conditions, potentially introducing UMI errors that may result in inaccurate molecule counts (Supplementary Fig. 1). Unlike sample barcodes for multiplexing or cell barcodes in single-cell sequencing, which can be whitelisted due to a limited pool of barcodes^10^, UMIs cannot be corrected using this approach as their synthesis is random. Therefore, UMIs are often corrected using computational approaches^11^, concatemeric consensus sequencing^12^ or by bespoke UMI designs^13,14^. Despite several computational approaches that leverage Hamming distances^15,16^, graph networks^11,13^ or thresholding on UMI frequency^4^, experimental validation of these solutions is lacking, with simulations indicating persistent UMI errors postcomputational demultiplexing^13^.

We reasoned that using homotrimer nucleotides to synthesize UMIs would simplify error detection and correction by using a ‘majority vote’ method (Fig. 1a and Supplementary Fig. 2). Our method labels RNA with homotrimeric UMIs at either end for enhanced error detection and indel tolerance, compatible with the ONT (Oxford Nanopore Technologies), PacBio or Illumina platforms (Fig. 1a,b). UMIs are processed by assessing trimer nucleotide similarity; errors are corrected by adopting the most frequent nucleotide in a majority vote approach (Fig. 1c). Our simulations reveal that a demultiplexing strategy incorporating homotrimers, along with a set coverage approach, outperforms the existing gold standard of monomer-based UMI-tools demultiplexing (Supplementary Fig. 3). By synergistically integrating homotrimeric correction and set coverage techniques, our method achieves a substantial improvement in the detection and recovery of simulated UMIs. This optimized performance exceeds the results obtained when relying solely on a homotrimer majority vote approach (Supplementary Fig. 4).

**Fig. 1:**
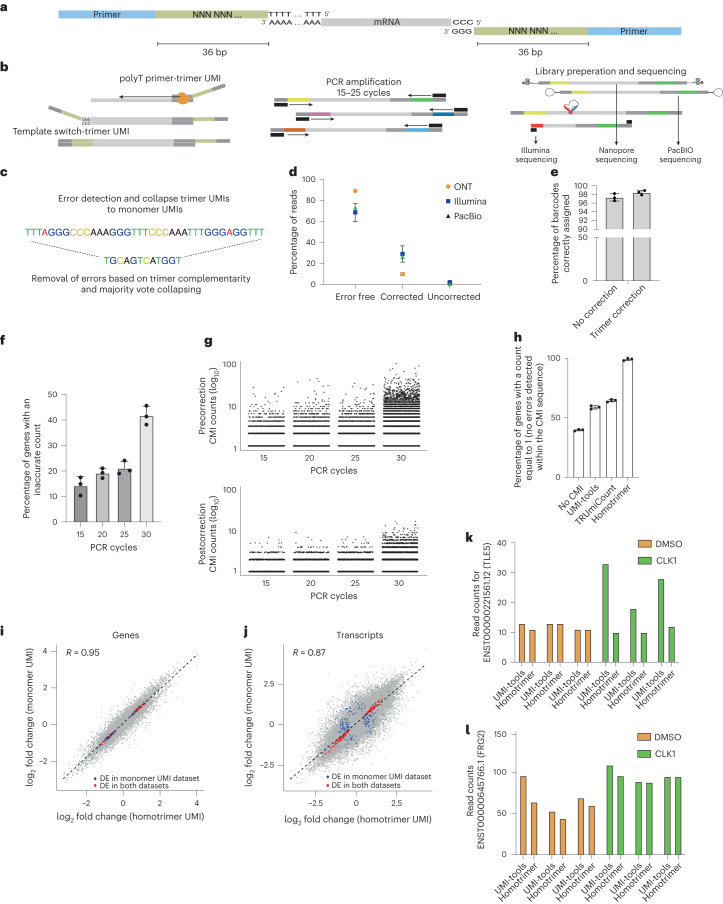
Enhanced accuracy in bulk mRNA sequencing using homotrimer UMI-based approach to mitigate PCR-induced errors. **a**, A schematic showing attachment of 3′ and 5′ UMIs to mRNA. **b**, A schematic showing the homotrimeric UMI approach. **c**, Errors are then corrected using the homotrimer correction method. **d**, Percentage of CMIs that are correctly sequenced and then error corrected using homotrimer correction across Illumina, PacBio and ONT sequencing platforms. Experiments for Illumina and ONT were performed in triplicate, whereas PacBio sequencing was conducted as a single run. Parameters for simulations: sequencing error rate 0.001, length of UMI 8, PCR cycles 10 and PCR error rate 0.000001 **e**, Barcode assignment using homotrimer barcodes before and after majority vote correction. **f**, Percentage of genes with an accurate CMI count following increased PCR cycles of the same sequencing library. Data shown in the figure are from one single run. **g**, log_10_ CMI counts plotted for each transcript pre- and postmajority vote correction. Each dot represents an individual transcript (the ground truth count for each transcript should be equal to 1, any counts above this are indicative of an error). The data in this figure are representative of one sample in **f**. **h**, Percentage of genes with an accurate CMI count following 20 PCR cycles then using ONT sequencing and counting using UMI-tools, TRUmiCount correction and homotrimer error correction. **i**–**l**, RM82 sarcoma cells were treated with DMSO or SGC-CLK-1 for 24 hours and then sequenced using the PromethION platform. **i**,**j**, Scatter plot of the log_2_ fold changes obtained from randomly collapsing each sequenced trimer UMI and then applying UMI-tools deduplication versus the log_2_ fold changes obtained from homotrimer UMI correction and counting for genes (**i**) and transcripts (**j**). Red points indicate the overlapping significant genes and/or transcripts and blue points indicate genes and/or transcripts that were disconcordantly significantly differentially expressed. DE, differential expression. **k**, TLE5 transcript read counts showing the expression for DMSO and SGC-CLK1 following the application of UMI-tools or homotrimer correction. **l**, FRG2 transcript read counts showing the expression for DMSO and SGC-CLK1 following the application of UMI-tools or homotrimer correction. For **k** and **l**, three replicates are shown for each condition. **d**,**e**,**f** and **h**, Error bars represent standard deviation (s.d.) from three independent experiments.

While sequencing simulations can offer valuable insights, their real-world applicability may be limited by biases. To validate our homotrimer UMI error correction approach, we conducted experiments using a common molecular identifier (CMI) attached to every captured RNA molecule (Supplementary Fig. 5). Having the same molecule attached to every RNA guarantees that, in the absence of errors, each transcript is only counted once. However, if errors are introduced into the CMI, transcripts will be overcounted. This provides a means for assessing the accuracy of library preparation and sequencing, as well as the impact of errors on the transcript counts (Supplementary Fig. 5b).

We attached the CMI to equimolar concentrations of mouse and human complementary DNA (cDNA) at the 3′ end, PCR amplified and then split the sample for sequencing on Illumina, PacBio or ONT platforms. 

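The CMI was a fixed oligonucleotide of 30 bases, GGGAAACCCTTTGGGCCCTTTAAACCCTTT, made of 10 blocks in which 1 base is repeated 3 times. Every molecule therefore carried the same known sequence, and any departure from it was an error of synthesis, amplification or sequencing. The data analysed here were the authors' deposited reports on 17 runs or base-calling outputs of CMI-tagged cDNA. They covered 3 Illumina runs, 1 PacBio run, 3 ONT runs with kit14 (LSK114 on R10.4.1 flow cells), 3 ONT runs each with the older LSK109 and LSK112 kits on R9.4.1 flow cells, 1 output each of high accuracy and super accuracy base calling of kit14 reads, and 1 library each with a homotrimer-synthesised and a monomer-synthesised CMI. Labels and text disagreed for 3 of these. The homotrimer-synthesised library was labelled as a homodimer, which the paper does not describe, 1 LSK109 run was labelled with a flow cell that the paper does not name, and 1 LSK112 run was labelled with both flow cell types. All 3 were placed by the paper's descriptions or by their titles.

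The authors found the CMI beside the primer by pattern matching, compared it with the expected sequence and summarised the result as percentages. These summaries were used here, and the sequencing reads were not analysed. Of the reports, 8 gave the percent of CMIs with 0 to 10 mismatches, counted position by position. Another 8 gave the percent of CMIs without errors, with a point error and with an insertion or deletion (indel), together with the share of the CMIs with errors that homotrimer correction restored. The heading of that share refers to all CMIs, but its value was larger than the percent of CMIs with errors in each of the 8 reports, so it was read as a share of the CMIs with errors. The percent correct after correction was then the error-free percent plus the restored share of the rest. An indel shifts the bases after it, so it is 1 event in the second kind of report and can be several mismatches in the first. The number of CMIs was given only after correction, and only for the Illumina runs (596, 568 and 712 CMIs), for 1 LSK109 run (20425 CMIs) and for 1 LSK112 run (18996 CMIs). These stated numbers were not the denominators of the percentages before correction, since in 5 of 5 reports the percentages did not give whole numbers of CMIs when taken of them, and the reports do not say which CMIs they cover. The depth behind all other percentages is not stated in the reports, and no interval was computed for them. Runs were averaged with equal weight.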

We calculated the Hamming distance between the observed and expected CMI sequence to measure sequencing accuracy. Our results show that 73.36, 68.08 and 89.95% of CMIs were correctly called using Illumina, PacBio and the latest kit14 ONT chemistry, respectively (Fig. 1d and Supplementary Figs. 6–8). 

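Error-free CMIs made up 68.7% ± 8.57 (SD, n = 3 runs) of the CMIs with Illumina and 75.9% ± 0.95 (SD, n = 3 runs) with kit14 ONT chemistry. The single PacBio run gave 74.8%. The difference of 7.17 percentage points between kit14 and Illumina was smaller than the SD between the Illumina runs (exact two-sided permutation test, p = 0.4, where 3 runs against 3 cannot go below 0.1). It was 3.05 percentage points without Illumina run 2 and 11.6 without Illumina run 3. The Illumina runs were reported as mismatch numbers and the kit14 runs as point errors and indels, so platform and kind of report were not separated. Of the kit14 outputs reported as mismatch numbers, super accuracy base calling gave 79.1% and high accuracy base calling 45.2%. The alternative that moved the Illumina mean most was to leave CMIs with more than 5 mismatches out of the denominator, which gave 90.1% ± 3.24 (SD, n = 3). The reports on the PacBio and kit14 runs did not allow the same step.

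The kinds of error differed between the reports. In the PacBio run, 3.23% of CMIs had a point error and 22.0% had an indel. With kit14, 8.82% ± 0.189 (SD, n = 3) had a point error and 15.3% ± 0.859 had an indel. The Illumina reports gave mismatches only, with 2.68% ± 0.678 (SD, n = 3) of CMIs at 2 to 4 mismatches and 21.8% ± 6.06 at 6 to 8 mismatches. From the lower accuracy that it reports for Illumina and PacBio than for ONT, the paper proposes, as a hypothesis, that the polymerases used within those 2 sequencing processes add errors.

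**Figure D1:**
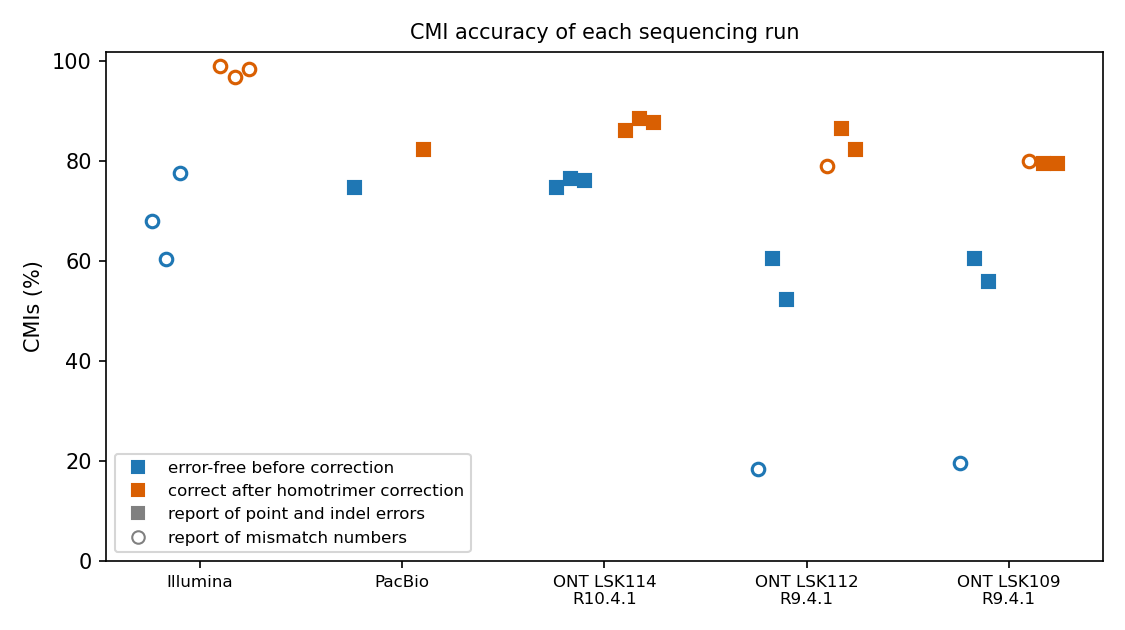
Percent of CMIs that were error-free before correction (blue) and correct after homotrimer correction (orange) in each run, by platform and ONT chemistry. Filled squares mark reports of point and indel errors and open circles reports of mismatch numbers. The 3 kit14 runs lie close together, while the Illumina runs spread by 8.57 percentage points (SD) before correction.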

Older ONT chemistry gave substantially lower accuracy (Supplementary Fig. 9), but the use of super accuracy base calling led to substantial improvements (Supplementary Fig. 10). 

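On R9.4.1 flow cells, error-free CMIs made up 45.3% ± 22.5 (SD, n = 3 runs) with LSK109 and 43.8% ± 22.4 (SD, n = 3 runs) with LSK112. The mean with kit14 was higher by 30.6 and 32.1 percentage points, respectively, and every kit14 run was above every older run (exact two-sided permutation test, p = 0.1 for each kit, the smallest p that 3 runs against 3 allow). The titles of these runs do not state the base-calling model. The kit14 outputs of high and super accuracy base calling alone differed by 33.9 percentage points, and the former gave 45.2%. Kit, flow cell and base calling were therefore not separated. The spread within each older kit followed the kind of report. Replicate 1 of LSK109 and replicate 1 of LSK112, reported as mismatch numbers, gave 19.5% and 18.4%, while the runs reported as point errors and indels gave 58.3% ± 3.23 (SD, n = 2) and 56.5% ± 5.76 (SD, n = 2). Without replicate 1, and so within 1 kind of report, the differences from kit14 were 17.6 percentage points for LSK109 and 19.4 for LSK112. The exact permutation test gave p = 0.2 for each, the smallest p found with 2 runs against 3, which are too few to reach 0.05. Point errors were found in 11.2% ± 1.37 (SD, n = 2) of CMIs with LSK109 and 11.8% ± 0.494 with LSK112, and indels in 30.6% ± 1.86 and 31.7% ± 5.26.

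For kit14 reads, high accuracy base calling gave 45.2% error-free CMIs and super accuracy base calling gave 79.1%, a difference of 33.9 percentage points between 1 output of each. With CMIs of more than 5 mismatches left out of the denominator, the values were 55.7% and 85.1%. There were no replicates and the reports state no numbers of CMIs, so the difference was not tested.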

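After homotrimer correction, 98.1% ± 1.19 (SD, n = 3 runs) of CMIs were correct with Illumina, 87.6% ± 1.17 (SD, n = 3 runs) with kit14 and 82.5% in the PacBio run. The kit14 value minus the Illumina value was -10.6 percentage points (exact two-sided permutation test, p = 0.1, which is the limit for 3 runs against 3). The kit14 and PacBio values refer to all CMIs of the percentages before correction. The Illumina values refer to a stated number of CMIs that was not the denominator before correction. The platforms were therefore not compared on a common denominator, and the difference of -10.6 percentage points cannot be read as one of correction. How much of the Illumina percentage was due to correction was not worked out here. The same holds for replicate 1 of LSK109 and of LSK112 against their other replicates. Of the 1876 CMIs in the 3 Illumina runs together, 1842 were correct, or 98.2% (95% Wilson interval 97.5 to 98.7%). CMIs amplified by PCR are not independent molecules, so this interval covers counting error only. Correction restored 48.5% ± 2.78 (SD, n = 3) of the kit14 CMIs with errors, which was 11.7% ± 0.228 of all CMIs. In the PacBio run it restored 30.8% of the CMIs with errors, or 7.78% of all CMIs. For the older kits, the percent correct after correction was 79.8% ± 0.282 (SD, n = 3) with LSK109 and 82.7% ± 3.80 (SD, n = 3) with LSK112.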

Using our homotrimeric error correction approach, we were able to correctly call 98.45, 99.64 and 99.03% of CMIs for Illumina, PacBio and the latest ONT chemistry, respectively (Fig. 1d). We hypothesized that the lower accuracy of Illumina and PacBio, when compared to ONT sequencing, may be due to the use of polymerases that are integral to the sequencing process (for example, bridge amplification^17^ and circular consensus sequencing^18^ with Illumina and PacBio, respectively). To discern sequencing and PCR errors, we amplified a CMI-tagged cDNA library with increasing PCR cycles and sequenced using ONT’s Minion. Trimer barcodes added during PCR allowed for batch effect minimization and independent sequencing accuracy assessment. High barcode accuracy was noted, with homotrimer correction offering negligible improvement (Fig. 1e). Based on these results, it can be inferred that sequencing errors make a negligible contribution to the overall error rate. However, we observed a substantial increase in the number of errors within our CMIs with increasing PCR cycles (Fig. 1f and Supplementary Fig. 11). Our homotrimer approach was able to correct a significant proportion of errors observed within the CMIs (Fig. 1g). This suggests that PCR can be a significant source of UMI error. We also benchmarked homotrimer error correction against both UMI-tools^11^ and TRUmiCount^19^ and found substantial improvements in error correction (Fig. 1h and Supplementary Fig. 12). We observed minimal indel errors, suggesting that most errors were substitutions (Supplementary Fig. 12). It is important to highlight that monomer UMIs using Hamming distance, such as those in UMI-tools and TRUmiCount, cannot correct indel errors due to the potential for a single indel to inflate the Hamming distance beyond correctability. Our methodology overcomes this by including indel correction.

We next conducted an experiment to correct PCR errors using homotrimers and treated Ewing’s RM82 sarcoma cells with a CLK1 splicing kinase inhibitor. This induced splicing perturbations, allowing observation of an exaggerated differential transcript effect, followed by ONT or Illumina sequencing (Fig. 1i–l and Supplementary Figs. 13 and 14). 

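RM82 is an established Ewing sarcoma cell line, and SGC-CLK-1 inhibits the CDC-like kinases, which phosphorylate the SR proteins that guide splice site choice. Cells were treated for 24 h with SGC-CLK-1 or with DMSO, and 3 libraries of each group were sequenced on an ONT PromethION. The authors called bases with Guppy, mapped the reads to human transcripts with minimap2, removed duplicate UMIs and deposited the number of UMIs counted on each transcript, without normalization. Their methods describe deduplication with UMI-tools and by homotrimer correction, and the labels do not say which of these made the deposited values. The total count was 666702, 362826 and 373004 in the libraries labelled SGC-CLK-1 (replicates 1 to 3) and 416352, 523456 and 372876 in those labelled DMSO. Groups are named by these labels throughout, because the counts of FRG2 in the labelled libraries ran opposite to Fig. 1l.

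The libraries listed 93530 transcript identifiers, of which 86362 matched an identifier of GENCODE release 44 (genome build GRCh38) when version numbers were left out. Gene names, positions and transcript classes were taken from that release. Counts were analysed with edgeR's quasi-likelihood test after filterByExpr, which kept 7840 transcripts holding between 67.5% and 71.5% of a library's counts, and TMM scaling. Standard errors are the log2 fold change divided by the square root of its F statistic. Libraries of the same group differed by more than counting noise (chi-square per degree of freedom from 1.37 to 3.26), so each was used as a separate replicate. A property of the counts limits statements about single transcripts. In 56.6% of 1116 genes, the counts of the 2 most abundant transcripts varied together more closely across the libraries than independent counting allows, against 0.406% of 1233 pairs from different genes.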

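Transcript usage was tested with edgeR's diffSpliceDGE, which compares the change of each transcript with that of its gene, in 1805 genes with 5531 transcripts. At an adjusted p-value of 0.05 (Simes test per gene, Benjamini-Hochberg adjustment), 5 genes differed between the libraries labelled SGC-CLK-1 and DMSO, and 31 genes had an unadjusted p under 0.05. The 5 genes were STIP1 (adjusted p = 3.1e-06), RFC1 (0.0052), NUP98 (0.0054), CYB561A3 (0.035) and PCBP2 (0.035) by edgeR's test, and apart from STIP1 they are named because their values were seen. STIP1 stayed past the threshold under all 9 alternatives. RFC1 did so under 5 of 9, NUP98 under 4 of 8, CYB561A3 under 2 of 7 and PCBP2 under 2 of 9. The count fell to 1 gene under 3 of the alternatives, which were to require at least 10 counts in every library (1117 genes tested), to leave out DMSO replicate 1 and to leave out SGC-CLK-1 replicate 1.

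The STIP1 transcript behind this result, ENST00000355603, is annotated as a retained-intron transcript of 2 exons and 528 bases on chromosome 11, from 64202405 to 64203144 on the plus strand of GRCh38. Its level was 57.7 ± 14.4 CPM (counts scaled to library size; SD, n = 3) in the libraries labelled SGC-CLK-1 and 531 ± 128 in those labelled DMSO. The log2 fold change was -3.19 (standard error 0.26, adjusted p = 8.6e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -3.31 and -2.99 with each library left out in turn.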

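In the deposited set of counts, 310 of 7840 transcripts had an adjusted p-value under 0.05 between the libraries labelled SGC-CLK-1 and DMSO (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Of these, 165 were lower and 145 higher in the libraries labelled SGC-CLK-1, and which direction had more depended on the scaling and on single libraries. A gene was annotated for 285 of the 310, and they belonged to 177 genes. Summing transcripts to genes moved the count most, with 15 of 6344 genes past the same threshold, 8 lower and 7 higher, and 879 genes at an unadjusted p under 0.05. DESeq2's Wald test, the tool used in the paper, gave 128 transcripts, 105 lower and 23 higher, of which 106 were also among the 310. In 22.9% of the tested transcripts the 2 groups did not overlap, where chance gives 10%. The count fell to 81 without SGC-CLK-1 replicate 2 and to 101 without DMSO replicate 1.

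The transcripts with the smallest adjusted p among those lower in the libraries labelled SGC-CLK-1 included ENST00000429810 and ENST00000645253. ENST00000429810 is annotated as a retained-intron transcript of ENSG00000290890 on chromosome 16, from 74337944 to 74368240. It was counted at 22.7 ± 8.91 CPM (SD, n = 3) with the SGC-CLK-1 label and at 337 ± 82.1 with the DMSO label, a log2 fold change of -3.76 (standard error 0.31, adjusted p = 8.6e-10 by edgeR). ENST00000645253 is a retained-intron transcript of DDX3X on chromosome X, from 41339910 to 41342836, and its log2 fold change was -2.28 (standard error 0.28, adjusted p = 6.2e-06 by edgeR). DDX3X has a close paralog on the Y chromosome, DDX3Y, with which reads could be shared. Among the transcripts that were higher, BARD1 ENST00000260947 on chromosome 2, from 214725646 to 214809683, rose from 183 ± 43.1 to 448 ± 42.2 CPM (SD, n = 3), a log2 fold change of 1.28 (adjusted p = 0.0010 by edgeR). PEG3 ENST00000649233, on chromosome 19 from 56810102 to 56840728, had a log2 fold change of 2.00 (standard error 0.37, adjusted p = 0.0023 by edgeR). ATAD2 ENST00000521903, on chromosome 8 from 123320502 to 123416350, had a log2 fold change of 2.30 (standard error 0.43, adjusted p = 0.0026 by edgeR), from a mean of 4.67 counts with the DMSO label. These 5 transcripts kept their direction and an adjusted p under 0.05 under each alternative that gave them an adjusted p. DESeq2 gave none for PEG3 (log2 fold change 1.99) and ATAD2 (log2 fold change 2.30). The usage test found no difference for DDX3X, PEG3 or ATAD2 (unadjusted p = 0.99, 0.98 and 0.98 by edgeR's Simes test per gene). The fold changes of these transcripts were thus not shown to differ from those of their genes.

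**Figure D2:**
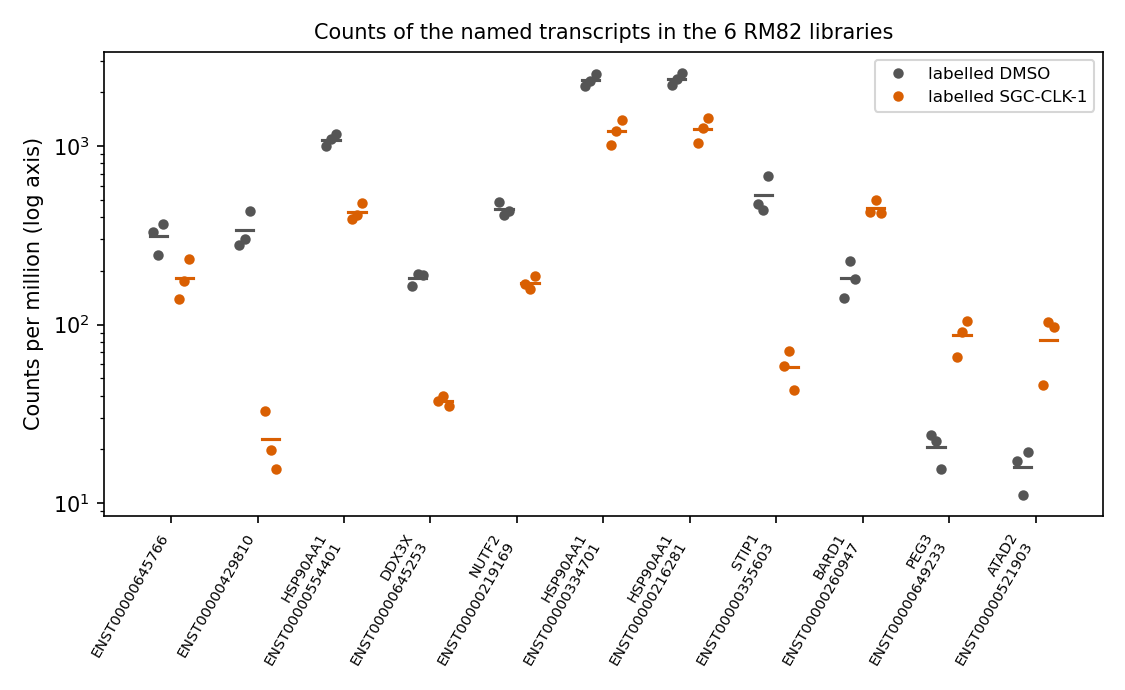
Scaled counts (CPM) on a log axis for each transcript named for the RM82 libraries and tested, with 1 point per library, a bar at the mean of 3 libraries, and the groups coloured by label. For BARD1, PEG3 and ATAD2 the libraries labelled SGC-CLK-1 lie above those labelled DMSO, and for the other transcripts they lie below.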

When we compared monomer UMI correction to our homotrimer correction methodology, we found differences in the number of differentially expressed genes and transcripts between splicing inhibition and control conditions. Specifically, for genes and transcripts, we observed discordant rates of 7.8 and 11%, respectively (Fig. 1i–j and Supplementary Tables 2 and 3). The discordance rate indicates exclusive gene or transcript regulation in one condition over another. 

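TLE5 and FRG2 are the genes whose counts are drawn in Fig. 1k,l. The TLE5 transcript ENST00000221561 lies on chromosome 19 of GRCh38, from 3052910 to 3063107 on the minus strand, and has 7 exons. It was counted 11, 8 and 7 times in the libraries labelled SGC-CLK-1 (replicates 1 to 3) and 10, 10 and 12 times in those labelled DMSO. These counts were below the minimum of the transcript-wide test. Scaled to library size, the level was 27.7 ± 3.92 CPM (SD, n = 3) with the SGC-CLK-1 label and 36.1 ± 9.36 with the DMSO label, a log2 ratio of -0.38 (exact two-sided permutation test, p = 0.2). No difference in TLE5 was detected at this depth.

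The FRG2 transcript ENST00000645766 was not matched in GENCODE release 44, so no position is given. That release has a gene named FRG2, of which 2 other transcripts entered the usage test. Their fold changes are not given here. FRG2 belongs to a family of similar genes among which reads could be split. The counts of ENST00000645766 were 64, 44 and 60 in the libraries labelled SGC-CLK-1 and 96, 88 and 95 in those labelled DMSO. Every scaled value of the first group was below every value of the second. The log2 fold change of this transcript was -0.79 (standard error 0.24, adjusted p = 0.052 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just outside the threshold of 0.05. Across 12 alternatives the adjusted p ranged from 0.019 to 0.23. It was under 0.05 with the replicate block and without DMSO replicate 2.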

More genes were differentially regulated after monomer UMI-tools correction than homotrimer correction, exemplified by read counts for TEL5 and FRG2 genes postcorrection (Fig. 1k and Supplementary Fig. 15). In addition, the homotrimer correction approach led to an increased fold enrichment of genes associated with gene ontology terms related to DNA replication and splicing (Supplementary Fig. 16), highlighting the improved accuracy of our method in identifying biologically relevant gene sets. Additionally, we also observed 4.7% discordant differentially expressed genes between UMI-tools and homotrimer correction following Illumina sequencing (Supplementary Fig. 13c,d).

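Enrichment of ontology terms after each kind of correction was not analysed here, because 1 set of counts was used. Instead, 3 lists of genes for DNA unwinding, the spindle assembly checkpoint and splicing, written before the data were examined, were tested on counts summed to genes with camera from limma (two-sided, preset inter-gene correlation of 0.01). The themes of DNA unwinding and the checkpoint were taken from terms in the paper's own enrichment analysis of this experiment. Tests of these lists are therefore not independent of the paper's result. The 5 MCM helicase genes tested, of 6 on the DNA unwinding list, were all higher in the libraries labelled SGC-CLK-1, with a median log2 fold change of 1.22 (limma's camera, Benjamini-Hochberg adjusted p = 8.7e-06 over the 3 lists). Singly, MCM3 had a log2 fold change of 1.53 (standard error 0.30), MCM5 of 1.60 (0.40), MCM6 of 1.22 (0.32), MCM7 of 0.83 (0.26) and MCM4 of 0.82 (0.21). Adjusted over the list alone, 5 of 5 were past 0.05, and over all genes tested 0 were, the smallest adjusted p being 0.051 for MCM3 by edgeR. All 5 had an unadjusted p under 0.05. The direction held under both other scalings.

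The 10 checkpoint genes had a median log2 fold change of -0.20, with 8 lower and 2 higher (6 and 4 with scaling by library size only), and limma's camera gave an adjusted p = 0.037 over the 3 lists. Adjusted over the list alone, 3 were past 0.05, over all genes 0, and at an unadjusted p under 0.05, 3. The 13 splicing genes tested, of 14 listed (SR splicing factors and CLK kinases), went both ways, with 7 lower and 6 higher, and limma's camera gave an adjusted p = 0.13. Of these, 3 were past 0.05 adjusted over the list alone, 0 over all genes and 5 at an unadjusted p. With fry in place of camera, the call for DNA unwinding held (adjusted p = 0.0013, limma) and the call for the checkpoint did not (adjusted p = 0.18, limma). From a greater fold enrichment of terms for DNA replication and splicing after homotrimer correction (Supplementary Fig. 16), the paper concludes that its method is more accurate in identifying relevant gene sets.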

To understand the effect of PCR errors on single-cell sequencing accuracy, we used the 10X Chromium system with monomer UMIs to encapsulate JJN3 human and 5TGM1 mouse cells, followed by ten PCR cycles. Subsequently, we divided the PCR product into two portions and performed additional PCR amplification, resulting in a combined number of PCR cycles of 20 or 25. We then prepared and sequenced these libraries using ONT’s PromethION platform and after assigning cell barcodes (Fig. 2a) and filtering, clustering and annotating the cells (Fig. 2b), we observed that the library subjected to 25 cycles of PCR had a greater number of UMIs compared to the library that underwent 20 PCR cycles (Fig. 2c and Supplementary Fig. 17). This suggests that PCR errors contribute to inaccurate counting of transcripts and an inflated UMI count. We next performed differential gene expression and identified 50 differentially expressed transcripts (Supplementary Tables 4 and 5). For example, transcripts ENSMUST00000034966 (Fig. 2d; Rpl4, ribosomal protein L4) and ENST00000532223 (Fig. 2e; IGLL5, immunoglobulin lambda), were identified as significant (*P*_adj_ < 0.05) in this differential expression analysis, highlighting the contribution of PCR errors to inaccurate transcript counting.

**Fig. 2:**
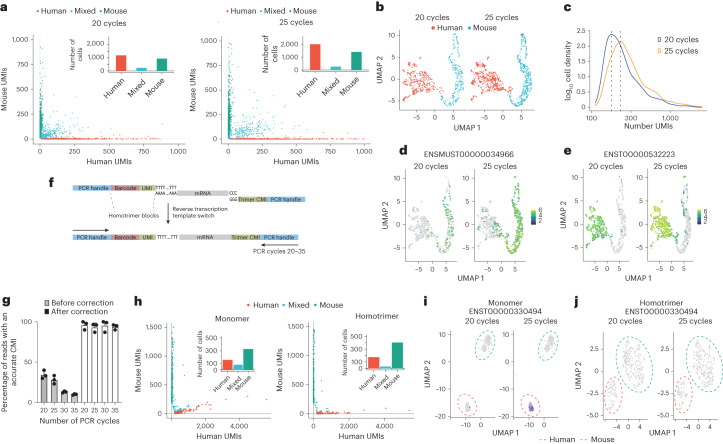
Homotrimer UMIs enhance differential expression accuracy in single-cell sequencing. **a**, Human Jurkat and mouse 5TGM1 cells were mixed for encapsulation and cDNA synthesis using 10X chromium followed by nanopore sequencing. Each dot represents an individual cell. **b**, A UMAP of 10X chromium data showing the integration, clustering and annotation of human and mouse cells following 20 and 25 cycles of PCR. **c**, A density plot for the 10X chromium data showing the log_10_ density of the number of UMIs following 20 and 25 cycles of PCR. The dotted line shows the maximum density for each condition. **d**, A UMAP showing the expression of ENSMUST00000034966 between libraries amplified following 20 and 25 PCR cycles. **e**, A UMAP showing the expression of ENST00000532223 between libraries amplified following 20 and 25 cycles of PCR. **f**, A schematic showing the homotrimer UMI drop-seq library preparation approach and template switching attachment of a homotrimer CMI to single-cell captured mRNAs. **g**, Drop-seq libraries were sequenced using the Flongle sequencing device, graphs show the percentage of reads that have an accurate CMI following amplification of the same library using 20, 25, 30 and 35 cycles of PCR before and after homotrimer correction. Error bars are the s.d. of three independent experiments. **h**, Barnyard plots showing the expression of mouse and human cells following 20 and 25 cycles of PCR and sequencing using a PromethION sequencing device. Each dot represents an individual cell. **i**,**j**, UMAP plots showing the transcript expression of ENST00000330494 following monomer-based UMI-tools demultiplexing (**i**) and homotrimer-based demultiplexing (**j**). In each UMAP plot, each dot represents a cell. Data shown in **g** were collected in a single sequencing run and *n* = 1.

Next, we encapsulated JJN3 human and 5TGM1 mouse cells using Drop-seq^20^ with trimer barcoded beads, conducted reverse transcription and template switching with a CMI and initiated ten PCR cycles. The PCR product was split into four aliquots for further amplification to 20, 25, 30 and 35 PCR cycles, respectively, before sequencing on the ONT Minion platform. Our results indicate a decrease in the percentage of reads with accurate CMIs as the number of PCR cycles increases. We show that homotrimer correction leads to 96–100% correction of CMI sequences (Fig. 2g and Supplementary Fig 18). This underscores the effectiveness of this approach in removing errors introduced by PCR. Subsequently, we sequenced the libraries that underwent 20 or 25 PCR cycles using ONT’s PromethION platform (Supplementary Fig. 19). Our results show that by incorporating homotrimers within the barcode region an increase, albeit low (~15%), in the numbers of cells recovered was achieved (Fig. 2h). Monomeric UMI deduplication resulted in over 300 differentially regulated transcripts between the 20 and 25 cycle libraries (Fig. 2i and Supplementary Table 4). On the contrary, the application of homotrimer correction did not reveal any significantly differentially regulated transcripts. Transcripts with high counts after 25 cycles of monomer UMI correction saw a reduction when subjected to homotrimer UMI correction (Fig. 2j), demonstrating the robustness of homotrimer UMIs to remove errors.

Our research highlights the importance of accurate UMI quantification in sequencing, endorsing homotrimer UMIs to improve read count precision. Homotrimers notably mitigate PCR-induced UMI errors, optimizing molecule count sequencing. Although they extend the oligonucleotide length, their suitability for long-read sequencing—unrestricted by read length—outweighs this limitation, offering substantial benefits for studies requiring rigorous UMI quantification.

## Methods

### Cell lines and reagents

The 5TGM1, Jurkat and RM82 cell lines were cultured in complete Roswell Park Memorial Institute medium. All parental cell lines were tested twice per year for mycoplasma contamination and authenticated by short tandem repeat during this project. For cell culture experiments, SGC-CLK-1 (Structural Genomics Consortium) inhibitor was incubated with cells for 24 h. Dimethylsulfoxide (DMSO) was used as a negative control. Jurkat (TIB-152) were purchased from the American Type Culture Collection, while 5TGM1 cells were a kind gift from C. Edwards (University of Oxford) and RM82 cells were gifts from N. Athanasou and B. Hassan, as part of the EuroBioNet network.

### Oligonucleotide synthesis

Homotrimer phosphoramidites were purchased as a custom product from Metkinen Chemistry and reverse homotrimer phosphoramidites were a custom synthesis product from Chemgenes. Solid-phase phosphoramidite oligonucleotide synthesis on Toyopearl HW-65S resin (Tosoh Biosciences, catalog no. 0019815) was performed by ATDBio as described previously^13^, in the 5′–3′ direction (using reverse amidites), using a method adapted from ref. ^20^. The sequence of the capture oligonucleotide is as follows: Bead-5′-[spacer]-TTTTTTTAAGCAGTGGTATCAACGCAGAGTACJJJJJJJJJJJJNNNNNNNNTTTTTTTTTTTTTTTTTTTTTTTTTTTTTT-3′, where ‘J’ indicates a nucleotide trimer block added via split-and-pool synthesis using reverse monomer phosphoramidites. ‘N’ indicates a degenerate trimer nucleotide (added using an equimolar mixture of the four reverse timer phosphoramidites). [spacer] is hexaethylene glycol added using DMT-protected hexaethylene glycol phosphoramidite and all the other bases are standard (monomeric) DNA bases added using reverse phosphoramidites. AAGCAGTGGTATCAACGCAGAGTAC is the PCR handle.

Before oligonucleotide synthesis, capping was performed to reduce the initial loading of hydroxyl groups on the beads, by suspending the resin in a 1:1 mixture of Cap A (tetrahydrofuran:lutidine:acetic anhydride 8:1:1) and Cap B (tetrahydrofuran:pyridine:1-methylimidazole 8:1:1) at room temperature for 30 min. Oligonucleotide synthesis was then performed using an ABI 394 DNA synthesizer, using a modified 1 μmol synthesis cycle (with an extended coupling time of 5 min for monomer bases and 10 min for trimer bases. The capping step was omitted for the trimer bases in the UMI region and the poly-T region). The barcode was generated using 12 split-and-pool synthesis cycles. Before the first split-and-pool synthesis cycle, beads were removed from the synthesis column, pooled and mixed, and divided into four equal aliquots. The bead aliquots were then transferred to separate synthesis columns before three consecutive couplings with monomers reverse amidites. This process was repeated 11 times. Following the final split-and-pool cycle, the beads were pooled, mixed and divided between four columns, ready for the next part of the synthesis. An equimolar mixture of the four trimer phosphoramidites was used in the synthesis of the degenerate UMI (poly(N)) region, and (monomeric) T reverse amidite was used for the poly(T) tail. After oligonucleotide synthesis, the resin was washed with acetonitrile and dried with argon before deprotection in aqueous ammonia (room temperature for 17 h followed by 55 °C, 6 h). The beads were then washed with water followed by acetonitrile and dried with argon gas.

Template switch oligonucleotide was synthesized using standard phosphoramidites: 5′-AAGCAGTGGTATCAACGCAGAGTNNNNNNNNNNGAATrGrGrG-3′. The oligonucleotides were PAGE purified and shipped lyophilized. Primers containing CMIs were synthesized by Sigma Aldrich using the following sequences polyA oligonucleotide: 5′-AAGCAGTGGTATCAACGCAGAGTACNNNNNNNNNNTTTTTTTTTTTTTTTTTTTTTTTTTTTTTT-3′.

### Generating bulk homotrimer UMI-tagged cDNA

Total mesenger RNA (mRNA) was isolated using a Quick-RNA MiniPrep kit (Zymo), following the manufacturer’s protocol. The RNA sample quality and quantity was measured using an RNA screen tape on the TapeStation (Agilent). cDNA synthesis was performed with modification to the SMART approach^21^. An oligo(dT)-containing adapter containing a homotrimer 30-base DNA sequence and a SMART primer sequence was used to initiate a reverse transcriptase reaction. Briefly, RNA was denatured at 72 °C for 2 min and then reverse transcribed with Maxima H minus reverse transcriptase (2,000 U) in a total volume of 50 μl with the buffer, 1 mM dNTPs, 2 mM dithiothreitol and 4% Ficoll PM-400. The reaction was performed for 90 min at 42 °C and then the enzyme was heat inactivated at 80 °C for 5 min. The library was then purified using 0.8× SPRI bead (Beckman Coulter) cleanup followed by PCR using KAPA HiFi master mix for 20 cycles (unless otherwise stated)^20^, using SMART PCR primer (AAGCAGTGGTATCAACGCAGAGT) before being purified using SPRI beads. To achieve a high concentration of cDNA the input was subjected to up to 30 cycles of PCR amplification followed by a second cleanup. Optionally, 10 ng of PCR product was subjected to 12 further cycles of PCR using primers that contained trimer sample barcodes (Supplementary Table 1). Finally, cDNA was quantified using a TapeStation (Agilent Technologies) using a DNA high-sensitivity D5000 tape before being split for Illumina or Oxford Nanopore library generation. To reduce PCR artifacts and improve sequencing return, we performed PCR using the primer 5-PCBio-TACACGACGCTCTTCCGATCT for a further 3–5 cycles of PCR.

### ONT bulk RNA sequencing (RNA-seq) library preparation and sequencing

A total of 1,200 ng of purified cDNA was used as a template for ONT library preparation. We used SQK-LSK-109, SQK-LSK112 and SQK-LSK114 (also referred to as ONT latest kit14 chemistry) ligation sequencing kits, following the manufacturer’s protocol. Samples were sequenced using a minION device using R9.4.1 (FLO-MIN106D) or R10.4 (FLO-MIN112) flow cells. Barcoding using the Native Barcoding Amplicon kit (EXP-NDB104) was performed for RM82 cells treated with DMSO or CLK1 inhibitor treatment. These samples were sequenced using the PromethION sequencing platform on R9.4.1 FLO-PRO002 flow cells at the Deep Seq facility at the University of Nottingham.

### PacBio bulk RNA-seq library preparation and sequencing

A total of 1,200 ng of purified cDNA was used as a template for PacBio library preparation and sequencing at the Centre for Genomic Research at the University of Liverpool (https://www.liverpool.ac.uk/genomic-research/technologies/next-generation-sequencing/). cDNA was end-repair and A-tailed with T4 polynucleotide kinase (New England Biolabs). The sequencing library was prepared using the SMRTbell Express Template Prep Kit v.2.0 following the standard protocol. Sequencing was then performed on a Sequel IIe using a Sequel IIe SMRT Cell 8M ion CCS mode, following the standard protocol. CCS reads were generated using CCS v.6.3.0 (https://github.com/PacificBiosciences/ccs) using default settings.

### Illumina bulk RNA-seq library preparation and sequencing

Purified cDNA was used as an input for the Nextera XT DNA library preparation kit (New England Biolabs). Library quality and size was determined using a TapeStation (Agilent Technologies) High Sensitivity D1000 tape and then sequenced on a NextSeq 500 sequencer (Illumina) using a 75-cycle High Output kit using a custom read1 primer (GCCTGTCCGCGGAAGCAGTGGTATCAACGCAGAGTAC). Read1 length was 30 bp long and read2 length was 52 bp long.

### ONT bulk RNA-seq analysis

We performed base calling on the raw fast5 data to generate fastq files using Guppy (v.6.4.8) (guppy_basecaller –compress-fastq -c [cfg file] -x ‘cuda:0’) in graphical processing unit (GPU) mode from ONT running on a RTX3090 graphics card. The fastq data were processed using a custom pipeline ‘pipeline_count’ written using cgatcore^22^ and included within the TallyTriN repository. Briefly, the quality of each fastq file was evaluated using the fastqc toolkit^23^ and summary statistics were collated using Multiqc^24^. We then identified the polyA associated UMI sequence by searching for the polyA region and reverse complementing the read if it did not appear in the correct orientation. The 30 bp UMI was identified upstream of the SMART primer by pattern matching for GTACTCTGCGTTGATACCACTGCTT. The set coverage method for removing homotrimer methods was then applied for UMI demultiplexing; if the UMI contained more than five errors then the read was removed. The demultiplexed UMI sequence was then added to the read name. Next, the template switch oligo (TSO)-associated UMI was identified using the SMART primer sequence AAGCAGTGGTATCAACGCAGAGTAAT. The 30 bp UMI sequence was first subjected to error correction or removed from the read, depending on the number of UMI errors detected. Subsequently, the corrected UMI, if applicable, was appended to the read name, enhancing the accuracy and use of the data. Both the TSO and polyA associated UMIs and primer sequences were removed from the read sequence. For transcript level analysis, the fastq file was then mapped against the transcriptome using minimap2 (v.2.25) with the following settings: -ax map-ont -p 0.9 --end-bonus 10 -N 3. The resulting .sam file was then sorted and indexed using samtools^25^. A custom script, in which pysam (v.0.21.0) was used to parse the output .sam file, was then used to add the transcript name to the XT tag of the samfile for downstream counting by homotrimer deduplication or UMI-tools. For gene level analysis, the fastq data were mapped using minimap2 using the following setting: -ax splice -k 14 --sam-hit-only --secondary=no --junc-bed. The resulting .sam file was then sorted and indexed followed by feature annotation using featurecounts (v.2.0.1)^26^ using the following settings to generate an annotated .bam file: featureCounts -a (gtf) -o (output) -R BAM. This .bam file was then used for downstream counting by UMI-tools or homotrimer correction. The reference transcriptome and genomes used for the analysis were hg38_ensembl98 and mm10_ensembl88. The resulting count tables were then used for differential gene expression analysis, which was performed using DESeq2 v.1.40.2 (ref. ^27^) within the R statistical framework v.4.3.1.

### Illumina bulk RNA-seq analysis

The data were processed using a custom cgatcore^28^ (v.0.6.15) written pipeline ‘pipeline_illumina’. Briefly, the UMIs contained in read1 were corrected based on homotrimer complementarity or were removed from the analysis depending on a set error threshold. The paired fastq files were then mapped using hisat2 (v.2.2.1)^29^ before features being counted using featureCounts^30^ (v.2.0.3) using the following commands: featureCounts -a (gtf) -o (output) -R BAM. The resulting XT tagged .bam file was then used for downstream counting using homotrimer deduplication or UMI-tools. The resulting count tables were then used for differential gene expression analysis, which was performed using DESeq2 v.1.40.2 (ref. ^27^) within the R statistical framework v.4.3.1

### UMI-tools deduplication

Following gene or transcript level mapping, the UMI was extracted from the read. Since UMI-tools was not designed to correct homotrimer sequences, we collapsed the UMI into a single nucleotide sequence by selecting the first base within each of the individual trimers. Reads were then deduplicated using the directional method using the command: umi_tools count –per-gene –gene-tag=XT.

### Homotrimer set coverage deduplication

Following gene or transcript level mapping, the UMI was extracted from the read and collapsed into single nucleotide sequence using the majority vote approach where applicable or resolve inconsistencies through a combinatorial optimization scheme otherwise. Briefly, reads were first filtered to exclude reads in which there were more than three errors in the UMI sequence. For UMI sequences where each trimer contains at least two identical nucleotides, a majority vote was then performed to collapse the trimer into a monomer. If at least one trimer is inconclusive and contains three different nucleotides, we no longer treat each UMI sequence independently when collapsing trimers into monomers. Instead, we select one of the nucleotides in each trimer block to achieve maximal consistency between duplicates, that is to minimize the number of distinct collapsed UMI sequences. We formulate this task as a set cover problem for each gene as follows^31^. Let *S* be the set of sequenced homotrimer UMIs of a given gene (in a given cell). For $$s\in S$$ let *C*(*s*) denote the set of collapsed UMIs that can be obtained by combining single nucleotides that occur in each trimer block of *s*. Each such collapsed sequence $$c\in C\left(s\right)$$, for some $$s\in S,$$ can explain potentially multiple homotrimer UMIs $${s}^{{\prime} }$$ if *c* is also contained in $$C\left({s}^{{\prime} }\right)$$. We therefore include one subset $${S}_{c}\subseteq S$$ for each $$c\in {\bigcup }_{\left\{s\in S\right\}}C\left(s\right)$$ that contains all $$s\in S$$ for which $$c\in C(s)$$. The collection of sets $${S}_{c}$$ of smallest cardinality that together include (‘cover’) all sequenced UMIs in *S* therefore corresponds to the smallest set of collapsed UMIs that explain all $$s\in S$$. To find this smallest set of collapsed UMIs, we use a greedy algorithm that starts from the empty set and in each iteration adds the subset *S*_*c*_ (that is, collapsed UMI *c*) that explains the largest number of yet unexplained sequenced UMIs. The solution returned by this algorithm is guaranteed to be within a logarithmic factor of the optimal solution^31^. In our experiments, the solution of the greedy approach was identical to the optimal solution for more than 90% of the genes. We computed the optimal solution using an integer linear programming approach, where decision variables model the inclusion or exclusion of sets *S*_*c*_ and linear inequalities enforce each sequenced UMI to be covered by at least one such set, that is to be explained by at least one collapsed UMI.

### Settings for simulated UMIs

We simulated UMI data of length 30 (ten blocks of nucleotide trimers) to test the accuracy of our UMI correction methodology by using the ResimPy tool. We mimicked the PCR amplification and sequencing errors seen with ONT sequencing, as this sequencing methodology suffers from indels and base calling errors more frequently than PacBio or Illumina sequencing. UMIs were generated following an approach that was first described by UMI-tools^11^. Briefly, we simulated homotrimer blocks of UMIs at random, with an amplification rate (-ampl_rate) ranging between 0.8 and 1.0 and then simulated PCR cycles so that each UMI was duplicated to the probability of amplification. PCR errors were then randomly added and assigned new probabilities of amplification. A predefined number of UMIs were randomly sampled to simulate sequencing depth and sequencing errors introduced with a specified probability. Finally, errors were detected by assessing the complementarity of homotrimers across the full UMI sequence. If no errors were detected, then the homotrimers were collapsed into single nucleotide bases. However, if errors were identified, then collapsing into single nucleotides was performed using the most common nucleotide within the trimer. If a most common nucleotide could not be determined, then a single nucleotide was selected at random for collapsing. The following values were used within our simulations. Sequencing depth 400; number of UMIs 50 (-umi_num); UMI length 12 (-umi_len); PCR error rate 3.6 × 10^−6^ (-seq_err); error rate 1 × 10^−1^–1 × 10^−7^ and number of PCR cycles 12 (-pcr_num); permutation tests 50 (-perm_num).

### ResimPy: simulating PCR artifacts in UMI-attached reads

We developed ResimPy for simulating UMI-attached reads. The total number of reads $${m}^{\left(i+1\right)}$$ at PCR cycle $$i+1$$ comes from two sources: reads that are PCR amplified and those that are not. This can be described by a Galton–Watson branching process^32–34^ as follows

1 $${m}^{\left(i+1\right)}={m}^{\left(i\right)}+{n}^{(i)}$$

Here, $${n}^{(i)}$$ is the number of reads to be amplified, determined by an amplification rate $$\alpha$$. According to Chen et al.^32^, $${n}^{(i)}$$ follows a binomial distribution $${\mathrm{Binom}}({m}^{\left(i\right)},\alpha )$$. The $${n}^{(i)}$$ reads to be amplified are randomly selected from the set $$\left\{\mathrm{1,2},\ldots ,{m}^{(i)}\right\}$$ without replacement. This ensures that each read has an equal chance of being amplified. The same process applied for every two adjacent PCR cycles.

To simulate PCR errors, we implemented another Galton–Watson branching process. The total number of base errors $${u}^{(i+1)}$$ at PCR cycle $$i+1$$ is modeled by:

2 $${u}^{\left(i+1\right)}={u}^{\left(i\right)}+{v}^{\left(i\right)}$$

Here, $${v}^{\left(i\right)}$$ represents the number of base errors to be synthesized at PCR cycle $$i+1$$. Following Rabadan et al.^35^, $${v}^{\left(i\right)}$$ is generated using a negative binomial distribution $${\mathrm{NBinom}}(r,q)$$. Here *q* represents the probability of a base being successfully synthesized, which is derived by subtracting the base error probability *P*_e_ from 1 (that is $$1-{P}_{\mathrm{e}}$$). The variable *r* is determined by the product of the number of successfully synthesized bases calculated by $$q\times {t}^{\left(i\right)}$$ the positions of these $${v}^{\left(i\right)}$$ PCR errors were randomly chosen from set $$\left\{\mathrm{1,2},\ldots ,{t}^{(i)}\right\}$$, where $${t}^{(i)}$$ represents the total number of bases to be synthesized at PCR cycle *i* + 1. Finally, the base at each error sequence position was substituted by one of the remaining three types of bases, drawn from a discrete uniform distribution $$U(\mathrm{1,3})$$, where 1 and 3 represent the indices of the first and the third remaining bases, indicating that each one gains an equal chance for substitution. We use the same method to simulate sequencing errors. While simulation data provide some evidence for UMI deduplication performance, it is important to note that simulations can be biased. Therefore, we complement our simulations with experimentally derived data using our CMI approach described below.

### CMI and error evaluation in bulk sequencing

To measure the error rate and evaluate the accuracy of our UMIs following library preparation and sequencing, we synthesized a common sequence (GGGAAACCCTTTGGGCCCTTTAAACCCTTT) in replacement of a UMI to our polyA capture oligonucleotide. Following sequencing the CMI sequence was identified upstream of the SMART primer by pattern matching for GTACTCTGCGTTGATACCACTGCTT. The accuracy of our CMI was then determined by comparing the expected synthesized sequence to the extracted CMI sequence. The percentages of CMI that show full complementarity with the expected sequence were counted and the numbers of errors were determined for the inaccurate CMIs.

### Comparison between UMI-tools and homotrimer CMI deduplication methods

After mapping the reads to the reference genome at the gene level, we processed the data using two different strategies: UMI-tools and homotrimer deduplication. For homotrimer deduplication, we used the full length of the CMI sequence, while for UMI-tools we collapsed the CMI into a monomer by selecting the first base for each trimer block. The inclusion of the CMI sequence to our reads provides an experimental ground truth with which to evaluate the accuracy of each deduplication strategy. To assess the accuracy of the final deduplicated counts, we compared them to the expected ground truth CMI gene count of 1.

### 10X Chromium library preparation

We prepared a single-cell suspension using JJN3 and 5TGM1 cells using the standard 10X Genomics chromium protocol as per the manufacturer’s instructions. Briefly, cells were filtered into a single-cell suspension using a 40 μM Flomi cell strainer before being counted. We performed 10X Chromium library preparation following the manufacturer’s protocol. Briefly, we loaded 3,300 JJN3:5TGM1 cells at a 50/50 split into a single channel of the 10X Chromium instrument. Cells were barcoded and reverse transcribed into cDNA using the Chromium Single Cell 3′ library kit and get bead v.3.1. We performed ten cycles of PCR amplification before cleaning up the library using 0.6× SPRI Select beads. The library was split and a further 20 or 25 PCR cycles were performed using a biotin oligonucleotide (5-PCBio-CTACACGACGCTCTTCCGATCT) and then cDNA was enriched using Dynabeads MyOne streptavidin T1 magnetic beads (Invitrogen). The beads were washed in 2× binding buffer (10 mM Tric-HCL pH 7.5, 1 mM EDTA and 2 M NaCl), then samples were added to an equi-volume amount of 2× binding buffer and incubated at room temperature for 10 min. Beads were placed in a magnetic rack and then washed twice in 1× binding buffer. The beads were resuspended in H_2_O and incubated at room temperature and subjected to long-wave ultraviolet light (~366 nm) for 10 min. Magnetic beads were removed, and library was quantified using the Qubit High-sensitivity kit. Libraries were then prepared before sequencing.

### Drop-seq library preparation

Single-cell capture and reverse transcription were performed as previously described^20^. Briefly, JJN3 and 5TGM1 cells (20:80 ratio) were filtered into a single-cell suspension using a 40 μM Flomi cell strainer before being counted. Cells were loaded into the DolomiteBio Nadia Innovate system at a concentration of 310 cells per μl. Custom synthesized beads were loaded into the microfluidic cartridge at a concentration of 620,000 beads per ml. Cell capture was then performed using the standard Nadia Innovate protocol according to the manufacturer’s instructions. The droplet emulsion was then incubated for 10 min before being disrupted with 1*H*,1*H*,2*H*,2*H*-perfluoro-1-octanol (Sigma) and beads were released into aqueous solution. After several washes, the beads were subjected to reverse transcription. Before PCR amplification, beads were treated with ExoI exonuclease for 45 min. PCR amplification was then performed using the SMART PCR primer (AAGCAGTGGTATCAACGCAGAGT) and cDNA was subsequently purified using AMPure beads (Beckman Coulter). The library was split and a further 20 or 25 PCR cycles^20^ were performed using a biotin oligonucleotide (5-PCBio-TACACGACGCTCTTCCGATCT) and then cDNA was enriched using Dynabeads MyOne streptavidin T1 magnetic beads (Invitrogen). The beads were washed in 2× binding buffer (10 mM Tric-HCL pH 7.5, 1 mM EDTA and 2 M NaCl) then samples were added to an equi-volume amount of 2× binding buffer and incubated at room temperature for 10 mins. Beads were placed in a magnetic rack and then washed with twice with 1× binding buffer. The beads were resuspended in H_2_O and incubated at room temperature and subjected to long-wave ultraviolet light (~366 nm) for 10 min. Magnetic beads were removed, and library was quantified using the Qubit High-sensitivity kit. Libraries were then prepared for sequencing.

### Bulk and single-cell library preparation and ONT sequencing

A total of 500 ng of single-cell PCR input was used as a template for ONT library preparation. Library preparation was performed using the SQK-LSK114 (kit V14) ligation sequencing kit, following the manufacturer’s protocol. Samples were then sequenced on either a Flongle device or a PromethION device using R10.4 (FLO-PRO114M) flow cells.

### 10X analysis workflow

We performed base calling on the raw fast5 data to generate fastq files using Guppy (v.6.4.8) (guppy_basecaller –compress-fastq -c dna_r10.4_e8.1_sup.cfg -x ‘cuda:0’) in GPU mode from ONT running on a RTX3090 graphics card. To process the 10X chromium data, we wrote a custom cgatcore pipeline (https://github.com/cribbslab/TallyTriN/blob/main/tallytrin/pipeline_10x.py)^22^. We first determined the orientation of the reads and if a poly-T sequence was detected we reverse complemented the read. Next, we identified the barcode and UMI based on the pairwise alignment of the sequence AGATCGGAAGAGCGT and AAAAAAAAA and identified the sequence between these alignments. We next removed reads that were greater or equal to 28 bp and isolated the barcode as the first 16 bp and the UMI the following 12 bp. The barcode and UMI sequence were then appended to the name of the fastq read using the underscore delimiter. Next, to remove barcode errors we parsed the barcodes from each read in the fastq file and then selected the most common barcode sequences using the number of expected cells in our library as the threshold. Next, for every read in the fastq file we then identified the closest barcode match for each read, allowing for two mismatches. Mapping was performed using minimap2 (v.2.25)^36^, with the following settings: -ax splice -uf –MD –sam-hit-only –junc-bed and using the reference transcriptome for human hg38 and mouse mm10. The resulting .bam file was sorted and indexed before adding the transcript name to the XT tag within the .bam file. Counting was then performed using UMI-tools –method=directional before being converted to a market matrix format. Raw transcript expression matrices generated by UMI-tools count were processed using R/Bioconductor (v.4.3.0), the raw market matrix files were imported into R using bustools (v.0.42.0) and the Seurat^37,38^ package (v.4.3.0). Transcript matrices were cell-level scaled and log-transformed. The top 2,000 highly variable genes were then selected based on variance stabilizing transformation that was used for principal component analysis. Clustering was performed within Seurat using the Louvain algorithm. To visualize the single-cell data, we projected data onto a uniform manifold approximation and projection (UMAP)^39^.

### Drop-seq analysis workflow

We performed base calling on the raw fast5 data to generate fastq files using Guppy (v.6.4.8) (guppy_basecaller –compress-fastq -c dna_r10.4_e8.1_sup.cfg -x ‘cuda:0’) in GPU mode from ONT running on a RTX3090 graphics card. To process the drop-seq data, we wrote a custom cgatcore pipeline (https://github.com/cribbslab/TallyTriN)^22^. We followed the workflow previously described for identifying barcodes and UMIs using scCOLOR-seq sequencing analysis^13^. Briefly, to determine the orientation of our reads, we first searched for the presence of a polyA sequence or a poly-T sequence. In cases where the poly-T was identified, we reverse complemented the read. We next identified the barcode sequence by searching for the polyA region and flanking regions before and after the barcode. The trimer UMI was identified based on the primer sequence GTACTCTGCGTT at the TSO distal end of the read, allowing for two mismatches. Barcodes and UMIs that had a length less than 48 base pairs were filtered. To conduct monomer-based analyses, a random base was selected from each homotrimer in the UMI or CMI and collapsed into a monomer. Homotrimer UMI correction was performed following mapping using minimap2 (v.2.25)^36^. Mapping settings were as follows: -ax splice -uf –MD –sam-hit-only –junc-bed and using the reference transcriptome for human hg38 and mouse mm10. The resulting .sam file was sorted and indexed using samtools^25^. For monomer UMI, counting was performed using UMI-tools before being converted to a market matrix format. For homotrimer UMI correction, the counting was performed using the script greedy.py within the TallyTriN repository. Raw transcript expression matrices generated by UMI-tools count and greedy.py were processed using R and Bioconductor (v.4.3.0) and custom scripts were used to generate barnyard plots showing the proportion of mouse and human cells. Transcript matrices were cell-level scaled and center log ratio transformed. The top 3,000 highly variable genes were then selected based on variance stabilizing transformation that was used for principal component analysis. Clustering was performed within Seurat using the Louvain algorithm. To visualize the single-cell data, we projected data onto a UMAP^39^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41592-024-02168-y.

### Supplementary information

Supplementary Information Supplementary Figs. 1–19.

Reporting Summary

Supplementary Tables Supplementary Tables 1–5.

## Data Availability

Sequencing data have been deposited to the Gene Expression Omnibus under the accession number GSE218899. All analysis was performed using hg38 ensembl 98 version.

## References

[1] Hug H, Schuler R (2003). Measurement of the number of molecules of a single mRNA species in a complex mRNA preparation. J. Theor. Biol..

[2] Aird D (2011). Analyzing and minimizing PCR amplification bias in Illumina sequencing libraries. Genome Biol..

[3] Kivioja T (2011). Counting absolute numbers of molecules using unique molecular identifiers. Nat. Methods.

[4] Islam S (2014). Quantitative single-cell RNA-seq with unique molecular identifiers. Nat. Methods.

[5] Hagemann-Jensen M (2020). Single-cell RNA counting at allele and isoform resolution using Smart-seq3. Nat. Biotechnol..

[6] Schmitt MW (2012). Detection of ultra-rare mutations by next-generation sequencing. Proc. Natl Acad. Sci. USA.

[7] Kukita Y (2015). High-fidelity target sequencing of individual molecules identified using barcode sequences: de novo detection and absolute quantitation of mutations in plasma cell-free DNA from cancer patients. DNA Res..

[8] Peng X, Dorman KS (2023). Accurate estimation of molecular counts from amplicon sequence data with unique molecular identifiers. Bioinformatics.

[9] Shafin K (2021). Haplotype-aware variant calling with PEPPER-Margin-DeepVariant enables high accuracy in nanopore long-reads. Nat. Methods.

[10] You, Y. et al. Identification of cell barcodes from long-read single-cell RNA-seq with BLAZE. *Genome Biol.***24**, 66 (2023).10.1186/s13059-023-02907-yPMC1007766237024980

[11] Smith T, Heger A, Sudbery I (2017). UMI-tools: modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Res..

[12] Volden R, Vollmers C (2022). Single-cell isoform analysis in human immune cells. Genome Biol..

[13] Philpott, M. et al. Nanopore sequencing of single-cell transcriptomes with scCOLOR-seq. *Nat. Biotechnol*. **39**, 1517–1520 (2021).10.1038/s41587-021-00965-wPMC866843034211161

[14] Karst SM (2021). High-accuracy long-read amplicon sequences using unique molecular identifiers with Nanopore or PacBio sequencing. Nat. Methods.

[15] Tsagiopoulou M (2021). UMIc: a preprocessing method for UMI deduplication and reads correction. Front. Genet..

[16] Bose S (2015). Scalable microfluidics for single-cell RNA printing and sequencing. Genome Biol..

[17] Shagin DA (2017). A high-throughput assay for quantitative measurement of PCR errors. Sci. Rep..

[18] Potapov V, Ong JL (2017). Examining sources of error in PCR by single-molecule sequencing. PLoS ONE.

[19] Pflug FG, von Haeseler A (2018). TRUmiCount: correctly counting absolute numbers of molecules using unique molecular identifiers. Bioinformatics.

[20] Macosko EZ (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[21] Zhu YY, Machleder EM, Chenchik A, Li R, Siebert PD (2001). Reverse transcriptase template switching: a SMART approach for full-length cDNA library construction. Biotechniques.

[22] Cribbs A (2019). CGAT-core: a python framework for building scalable, reproducible computational biology workflows [version 1; peer review: 1 approved, 1 approved with reservations]. F1000 Res..

[23] FastQC: a quality control tool for high throughput sequence data (Brabham Bioinformatics, 2010).

[24] Ewels P, Magnusson M, Lundin S, Kaller M (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[25] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[26] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[27] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[28] Cribbs A (2019). CGAT-core: a python framework for building scalable, reproducible computational biology workflows [version 2; peer review: 1 approved, 1 approved with reservations]. F1000 Res..

[29] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[30] Liao Y, Smyth GK, Shi W (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res..

[31] Chvatal V (1979). A greedy heuristic for the set-covering problem. Math. Oper. Res..

[32] Chen YJ (2020). Quantifying molecular bias in DNA data storage. Nat. Commun..

[33] Lalam, N. Statistical inference for quantitative polymerase chain reaction using a hidden Markov model: a Bayesian approach. *Stat. Appl. Genet. Mol. Biol.***6**, 10 (2007).10.2202/1544-6115.125317402916

[34] Wagner A (1994). Surveys of gene families using polymerase chain-reaction—PCR selection and PCR drift. Syst. Biol..

[35] Rabadan R (2018). On statistical modeling of sequencing noise in high depth data to assess tumor evolution. J. Stat. Phys..

[36] Li H (2018). Minimap2: pairwise alignment for nucleotide sequences. Bioinformatics.

[37] Stuart T (2019). Comprehensive integration of single-cell data. Cell.

[38] Hao Y (2021). Integrated analysis of multimodal single-cell data. Cell.

[39] McInnes, L., Healy, J., Saul, N. & Großberger, L. UMAP: uniform manifold approximation and projection. *J. Open Source Softw.***3**, 861 (2018).

# Supplementary material for: Correcting PCR amplification errors in unique molecular identifiers to generate accurate numbers of sequencing molecules
**Source:** Nat Methods. 2024 Feb 5;21(3):401–5. doi: 10.1038/s41592-024-02168-y
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–19.

# Correcting PCR amplification errors in unique molecular identifiers to generate accurate numbers of sequencing molecules

---

In the format provided by the  
authors and unedited

**a**

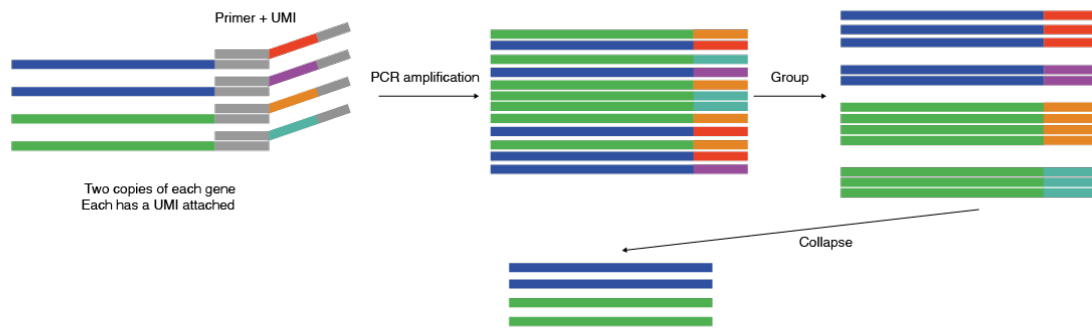

**b**

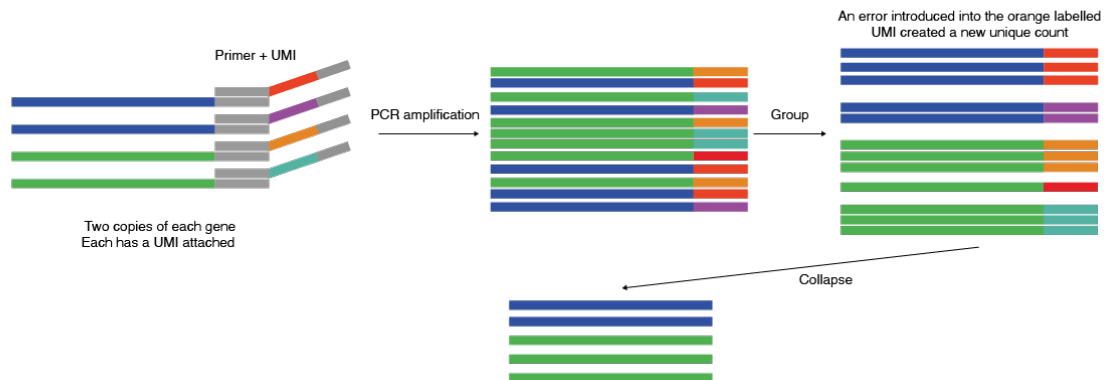

**Supplementary Figure 1: UMI errors from sequencing or PCR increase UMI counting.**

**a**, Ideal UMI collapsing example: This figure illustrates an ideal scenario where transcripts (two blue and two green) are labelled with unique molecular identifier barcodes (UMIs) and PCR amplification is performed. Due to PCR amplification bias, longer transcripts have a lower amplification rate than shorter ones. The sequenced reads are then grouped together based on the set of UMIs and then collapsed within those groups to match the original number of transcripts. **b**, Increased UMI counting occurs due to errors: In real situations, errors occur during PCR amplification and sequencing, which can lead to increased UMI counts. As shown in this example, an error occurs within one of the UMIs which results in a higher count of unique UMIs than the actual number of input transcripts in the final library. This phenomenon can affect downstream analysis and should be taken into consideration otherwise they will lead to false positives when performing differential expression analysis.

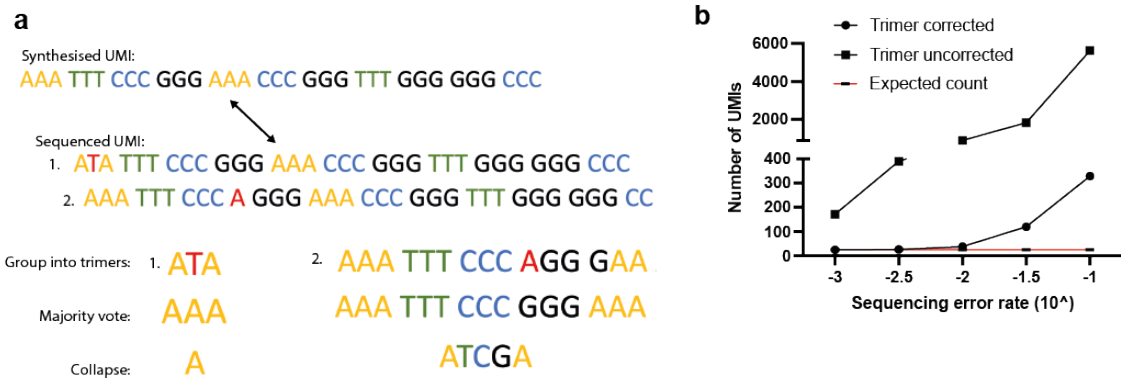

### Supplementary Figure 2: Improved UMI deduplication using homotrimer blocks of nucleotides.

**a**, Homotrimer blocks of nucleotides are used to synthesise UMIs, which enables efficient error correction through a majority vote between the trimer blocks. This approach does not require knowledge of the original oligonucleotide, and the trimers are resilient to base pair errors (example 1) and insertions/deletions (example 2). Errors are removed before collapsing the sequence to a single-base and then performing downstream analyses. **b**, We simulated UMIs with increasing error rates were modelled the correction of trimer sequences using the majority vote approach as described in **a**. To handle homotrimer errors more robustly, we subsequently developed a new model, which is described within the methods section “homotrimer correction”. Error bars in **b** are plotted but not visible because the CVs are very small over three different repeated simulations. Error bars represent the mean and +/- Standard Deviation.

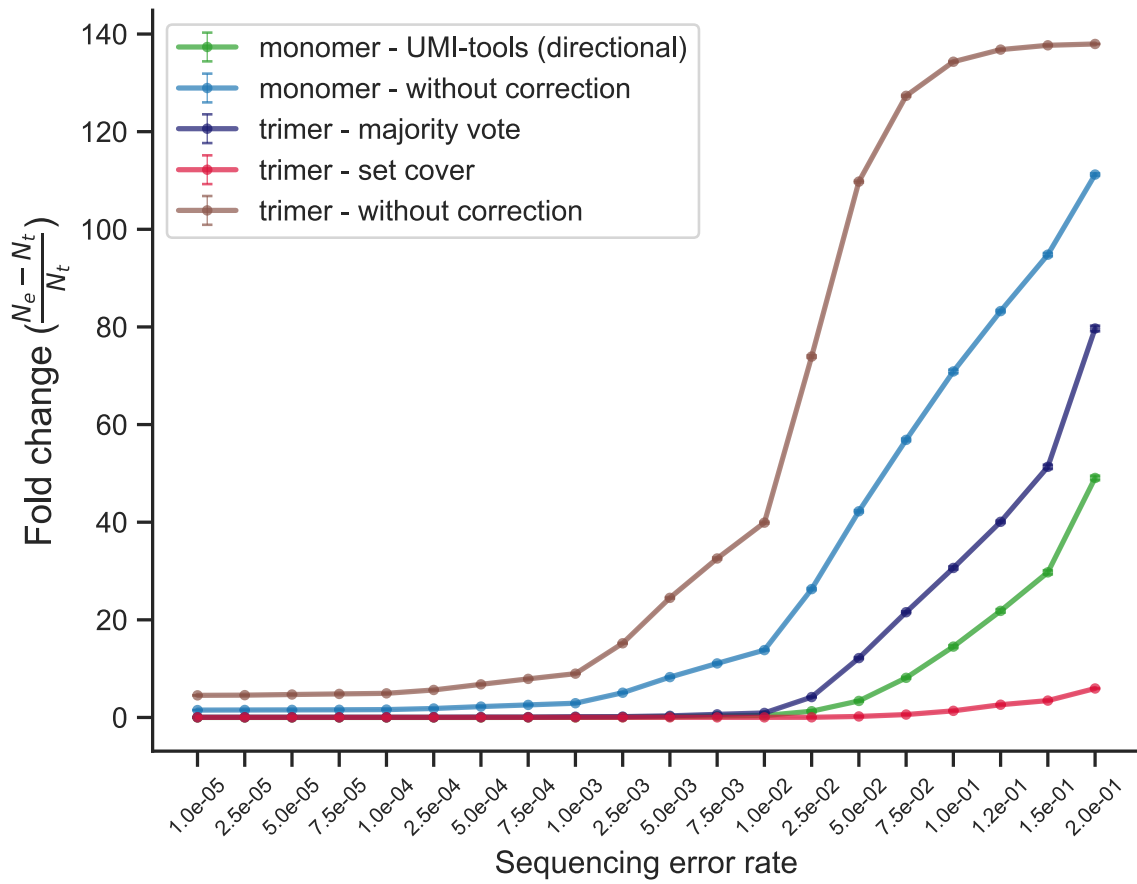

**Supplementary Figure 3: Comparison of homotrimer and monomer UMI for demultiplexing.**

We evaluated the effectiveness of homotrimer UMIs versus monomer UMIs for demultiplexing by simulating base UMIs with increasing error rates and calculated the fold change between the ground truth and the output after computational error correction is applied. Our findings demonstrate that the performance of correcting homotrimer UMIs using the set coverage approach outperform that of uncorrected monomer UMIs and correcting monomer UMIs using computational methods. PCR cycles were set to 12. Sequencing depth was set to 400. The number of initial molecules was set to 50. The length of homotrimer UMIs was set to 36bp.  $N_e$  represents the number of sequenced molecules.  $N_t$  represents the number of initial molecules. Error bars are s.d. of 3 independent simulations.

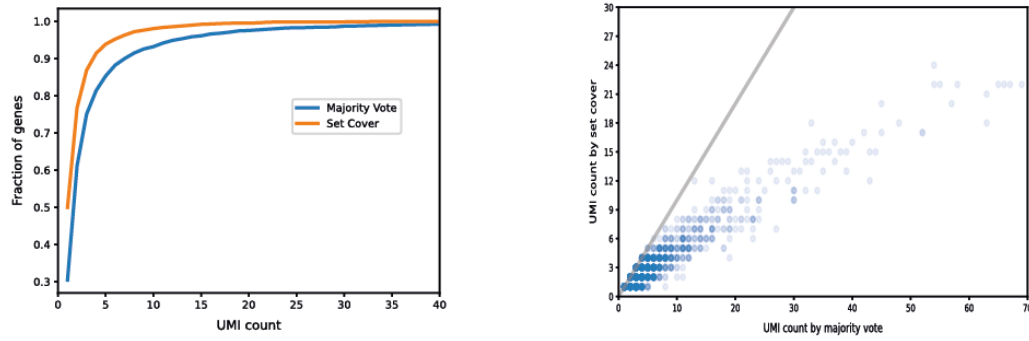

**Supplementary Figure 4: The majority vote method is improved using a set coverage solution.**

**a**, A cumulative plot showing the fraction of genes that have been collapsed to a common molecular identifier (CMI) count of less than or equal to the value shown on the x-axis by either the majority vote approach or the set cover-based optimization method. A CMI refers to a common homotrimer sequence attached to every captured RNA molecule, when demultiplexed without errors, the RNA count will equal 1, any errors will inflate the RNA molecule count. The data used for this approach is ONT sequencing using R9.4 and LSK110 chemistry. Only genes with at least 2 mapped reads were considered ( $n=3,428$ ). Maximal UMI counts returned by majority vote and set cover optimization are 245 and 72, respectively. **b**, A scatter plot comparing UMI counts obtained using the majority vote approach (x-axis) to counts returned by the greedy set cover algorithm (y-axis). Only genes with at least 2 mapped reads were considered ( $n=3,428$ ). To simplify visualization, we excluded genes with large majority counts  $(x,y) = (83, 22), (91, 24), (96, 31), (106, 32), (113, 33)$  and  $(245, 72)$ .

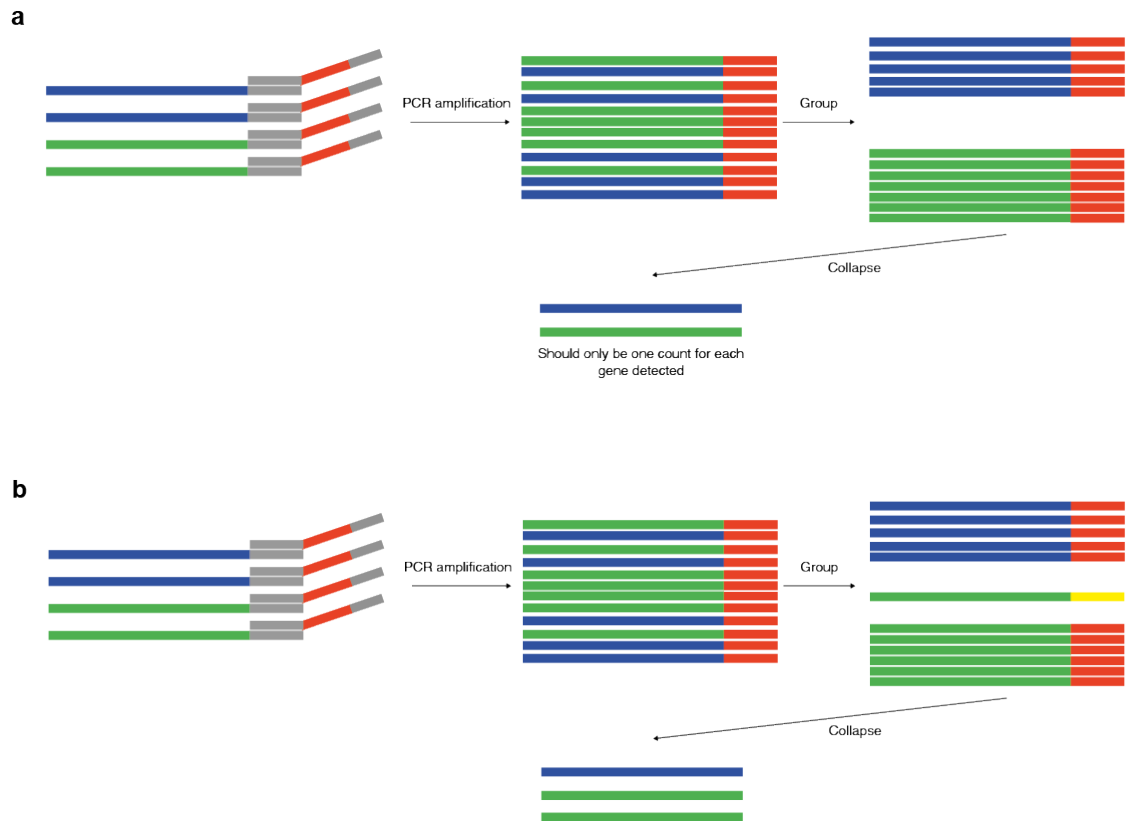

**Supplementary Figure 5: Empirical evaluation of transcript counting with Common Molecular Identifiers (CMIs).**

**a**, An Ideal CMI collapsing example: In this scenario, transcripts (two blue and two green) are labelled with a common molecular identifier barcode (CMIs; labelled as red) and amplified via PCR. During transcripts grouping, all transcripts are labelled with the same common sequence. Therefore, following demultiplexing, each transcript should receive a count of one for every instance of detection. **b**, Increased counts result from the introduction of errors: This figure illustrates the effect of the errors within the CMI sequence. Any error introduced during PCR or sequencing creates a new CMI (labelled as yellow), resulting in an increase in transcript counts. This allows empirical evaluation of the effect of errors on the counting of transcripts, providing valuable insights into the accuracy of transcript quantification.

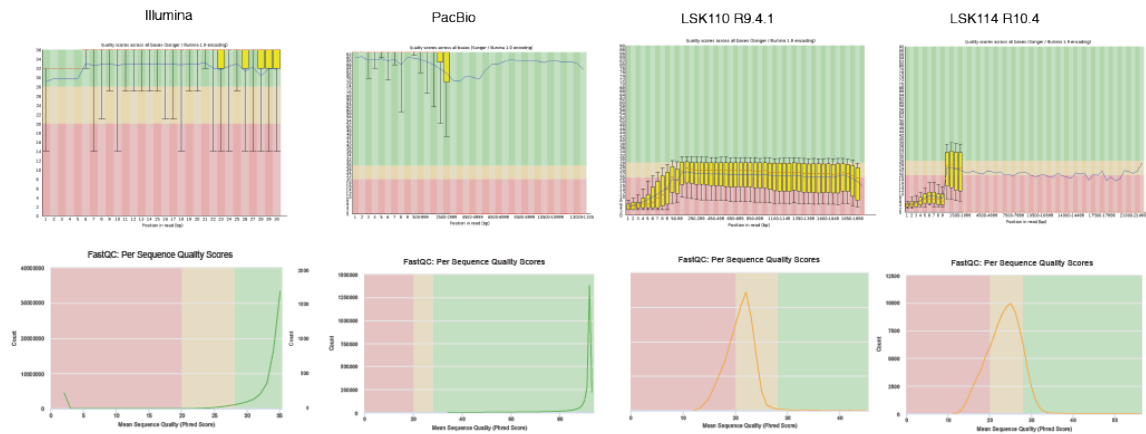

### Supplementary Figure 6: Read quality control following sequencing by Illumina, PacBio and ONT.

The read quality outputs from FASTQC for Illumina, PacBio and ONT (old chemistry: LSK110 R9.4.1 and new kit14 chemistry LSK114 R10.4). Error bars are defined by FASTQC and the central red line is the median value, the yellow box represents the inter-quartile range (25-75%), the upper and lower whiskers represent the 10% and 90% points, the blue line represents the mean quality.

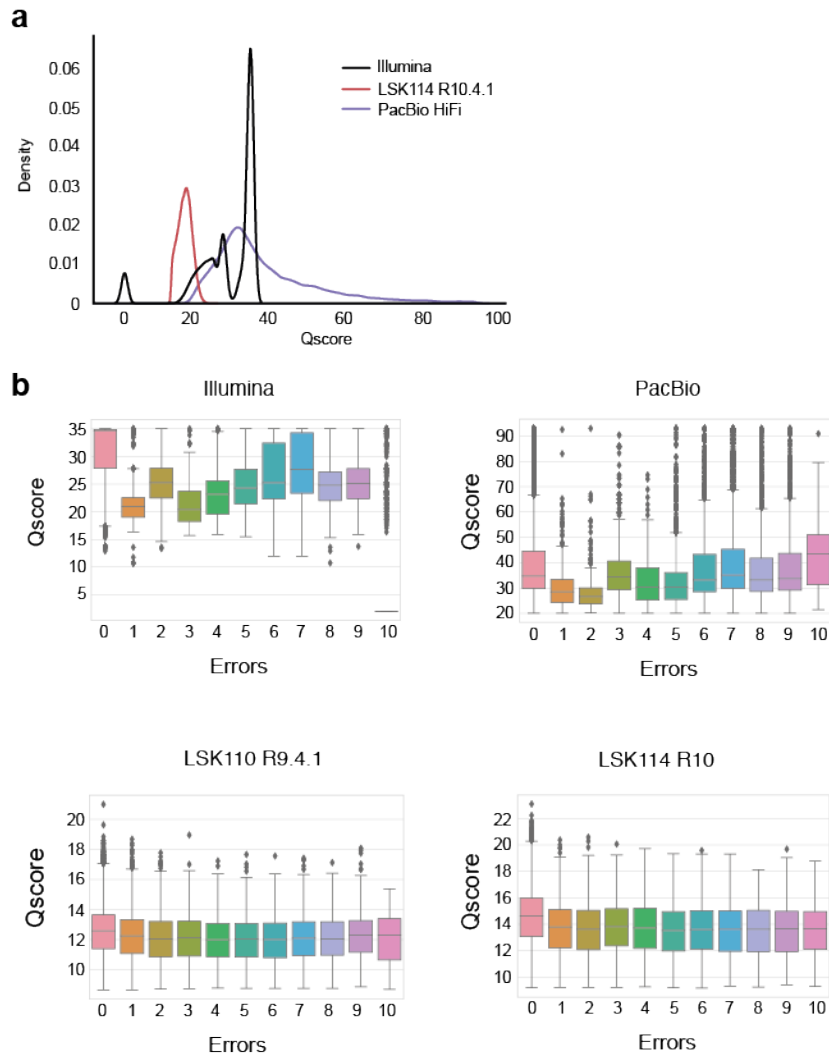

**Supplementary Figure 7: Quality score following sequencing by Illumina, PacBio and ONT.**

The Qscore of each read as a relationship between the number of errors measured within the CMI, sequencing across Illumina, PacBio and ONT (old chemistry: LSK110 R9.4.1 and new kit14 chemistry LSK114 R10.4) technologies. **a**, Qscore represented as a density plot for the different sequencing platforms. **b**, The Qscore relationship with the number of errors detected within the CMI across the different sequencing platforms. The Error bars are plotted so that the central line is the median value, the box represents the inter-quartile range (25-75%), the upper and lower whiskers represent the 10% and 90% points, the points represent the extreme outliers.

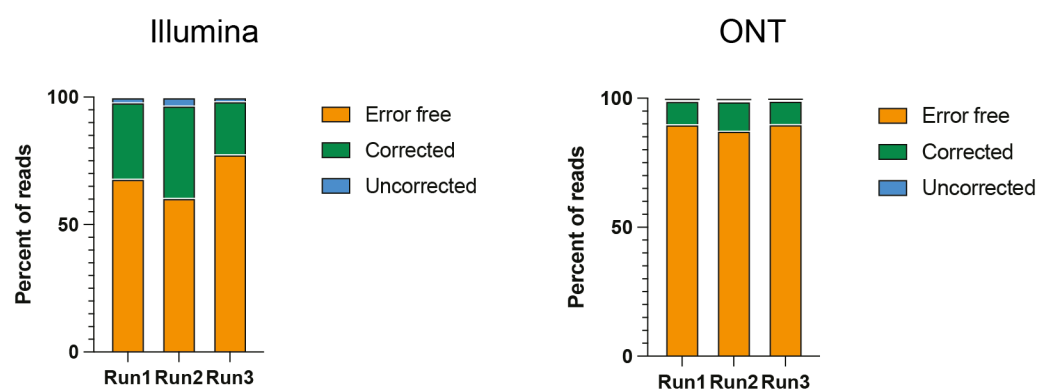

**Supplementary Figure 8: Percent of correctly sequenced CMIs across Illumina and ONT sequencing platforms**

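Of the Illumina runs, run 1 had 68.1% error-free CMIs, run 2 had 60.5% and run 3 had 77.6%. After correction, 591 of 596 CMIs were correct in run 1, or 99.2% (95% Wilson interval 98.1 to 99.6%). In run 2, 550 of 568 were correct, or 96.8% (95 to 98%), and in run 3, 701 of 712, or 98.5% (97.3 to 99.1%). The reports do not state the number of these CMIs that were already free of errors, and the number restored by correction was not worked out here. A denominator with fewer erroneous CMIs would raise the percentages without any being restored. These percentages therefore do not measure what correction restored. The kit14 ONT runs had 74.8%, 76.7% and 76.2% error-free CMIs and 86.3%, 88.6% and 87.8% correct CMIs after correction.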

The left panel shows the individual repeats that were performed following Illumina sequencing of a homotrimeric CMI tagged cDNA. Each run was performed independently and sequenced using separate flow cells. The right panel shows the same cDNA sequenced using the ONT platform, across three separate minION flow cells.

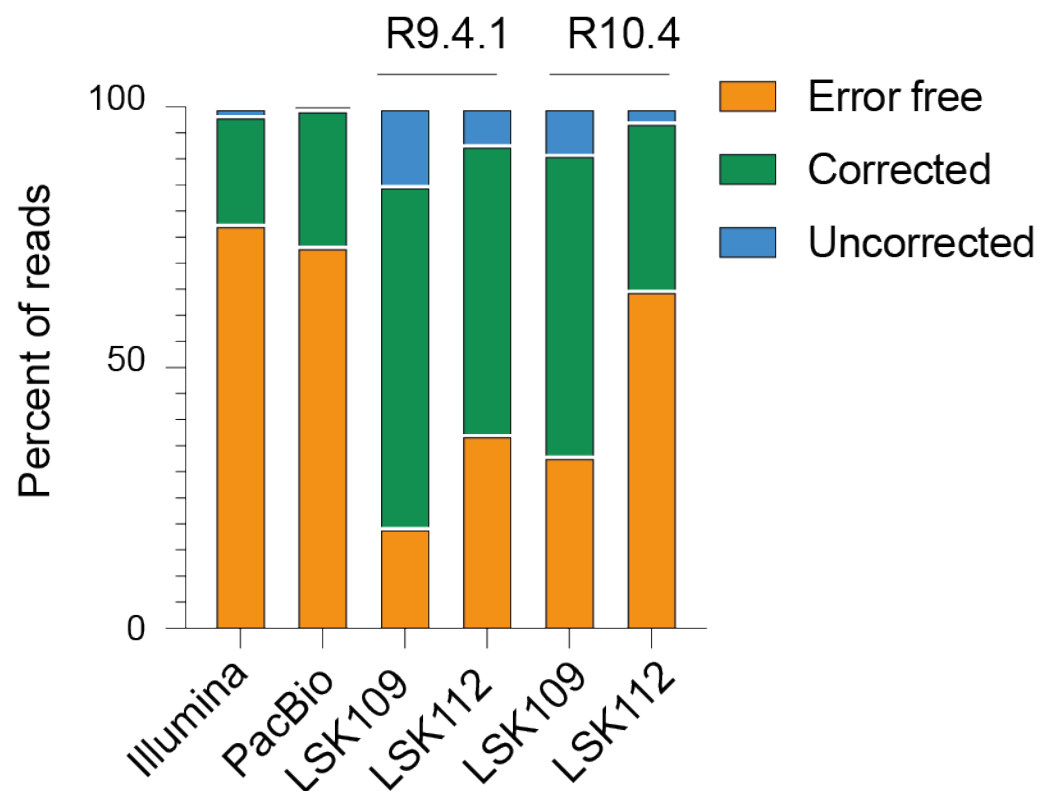

**Supplementary Figure 9: Evaluation of CMI accuracy across Illumina, PacBio and legacy ONT chemistry.**

The accuracy of sequencing was evaluated for legacy ONT chemistry, we measured the percentage of CMIs with a Hamming distance between the expected and the sequenced CMI. The results are shown for Illumina, PacBio, and ONT legacy chemistry sequencing. Data from Illumina and PacBio is the same as in Fig. 1h. Data from Illumina and ONT were performed in triplicate, whereas PacBio was performed as a single run.

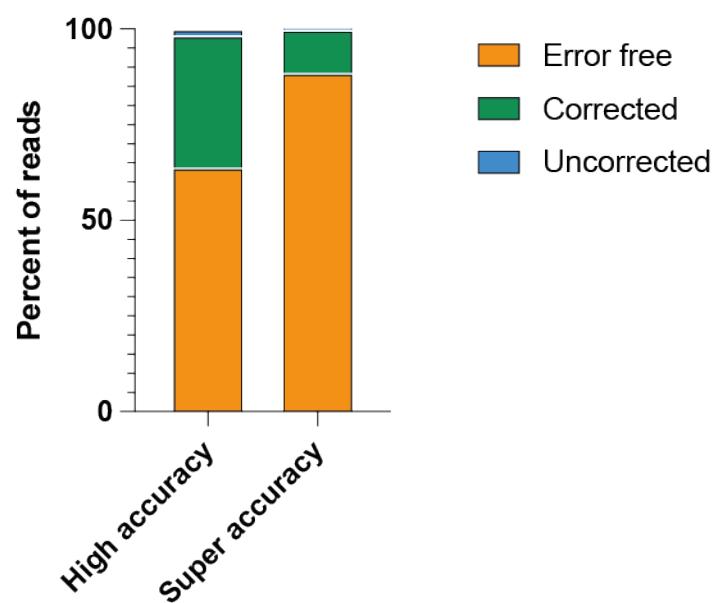

**Supplementary Figure 10: Improved basecalling accuracy using super accuracy guppy basecalling for ONT technology.**

Percent of CMIs that are correctly sequenced and then error corrected using homotrimer correction using either high accuracy guppy basecalling or super accuracy basecalling for the LSK114 chemistry and R10.4 flow cells.

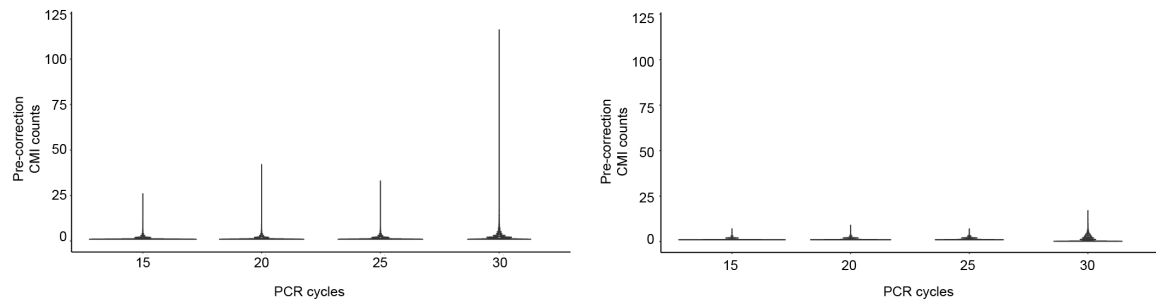

**Supplementary Figure 11: CMI counts pre and post majority vote corrected.**

The left panel shows a violin plot of the counts for each transcript pre majority vote correction following 15, 20, 25 and 30 PCR cycles. The right-hand panel shows the CMI counts post majority vote correction. The ground truth count for each transcript should be equal to 1, any counts above this indicate an error.

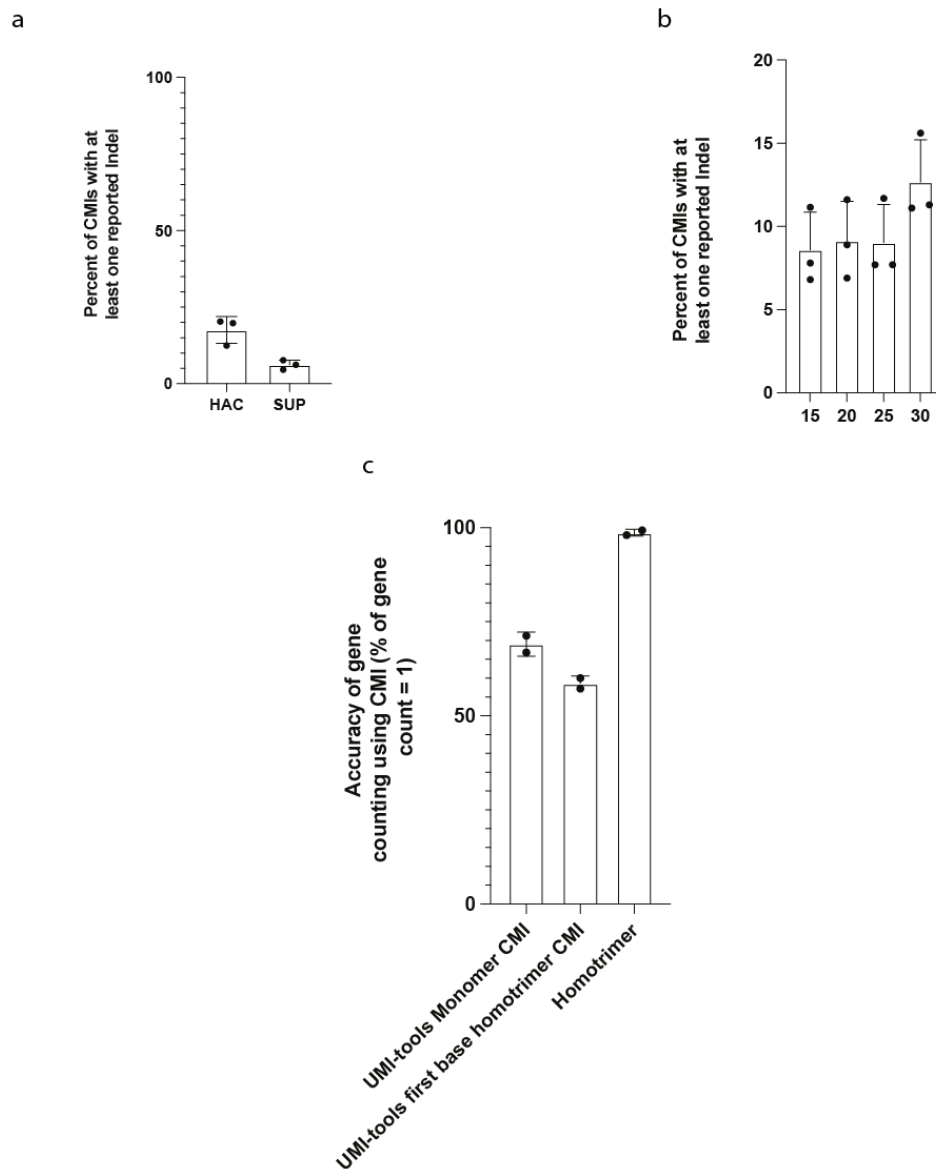

**Supplementary Figure 12: The indel frequency and accuracy of counting using different CMI approaches.**

**a**, The percent of CMIs with at least one indel were calculated for a bulk homotrimer CMI sequencing experiment using both High accuracy (HAC) and Super accuracy basecalling (SUP). **b**, The percent of CMIs with at least one indel were calculated for a bulk homotrimer CMI sequencing following 15, 20, 25 and 30 PCR cycles. **c**, This figure represents the percentage of genes with accurately quantified CMI after applying ONT sequencing. Three strategies were compared: (1) counting using a monomer-synthesised CMI and subsequent application of UMI-tools, (2) employing a homotrimer-synthesised CMI with a selection of the first base in the trimer block and (3) using the homotrimer error correction. 

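For the library with the homotrimer-synthesised CMI, the deposited report gave the percent of CMIs by number of mismatches. No mismatch was found in 35.8% of CMIs, and 18.7% had 3 mismatches, more than the 6.20% with 1, the 3.41% with 2 and the 3.29% with 4. CMIs with up to 10 mismatches added up to 91.2%. With CMIs of more than 5 mismatches left out of the denominator, 49.0% were error-free. The report did not give the number of CMIs. The report on the library with the monomer-synthesised CMI gave the reads in which a poly(A) stretch was found, 48886 of 134000, or 36.5% (95% Wilson interval 36.2 to 36.7%, counting error only), and no CMI accuracy. The accuracy of the 2 kinds of CMI was therefore not compared here.

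**Figure D3:**
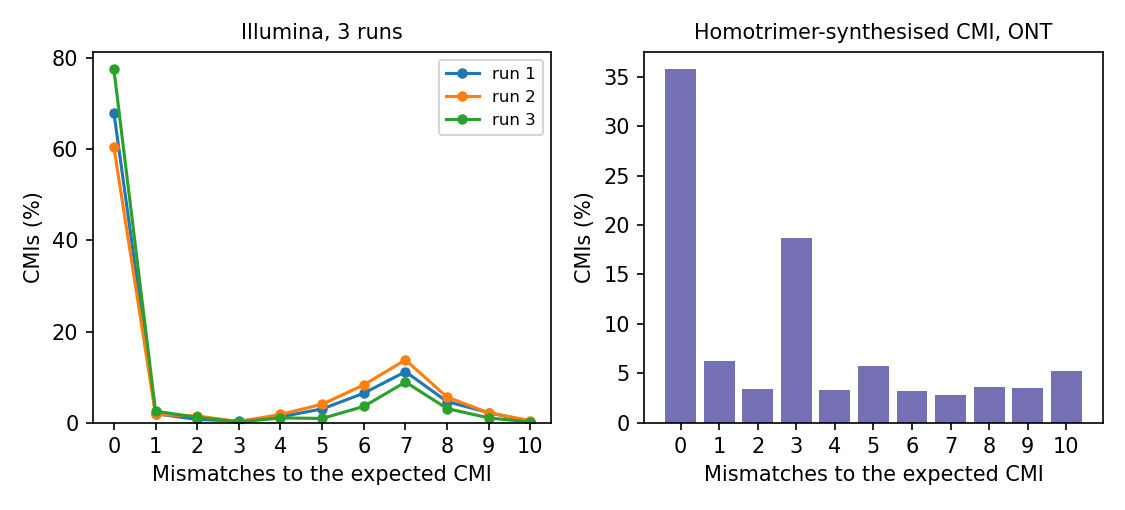
Percent of CMIs by number of mismatches to the expected sequence, in the 3 Illumina runs (left, 1 line per run) and in the homotrimer-synthesised CMI library (right). The Illumina runs have a second peak at 7 mismatches, and the library on the right has one at 3 mismatches, where it holds 18.7% of CMIs.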

Error bars are s.d. of 3 independent experiments.

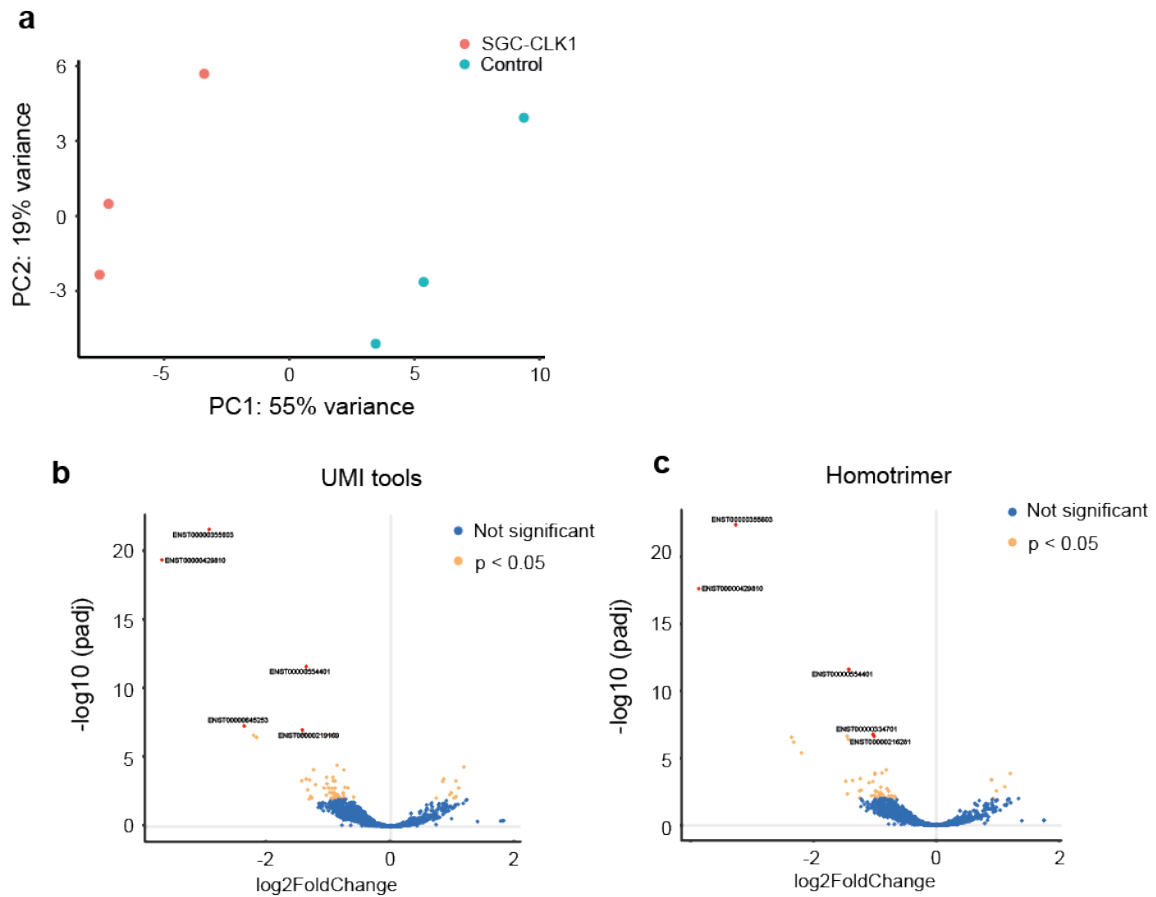

**Supplementary Figure 13: Analysis of differential gene expression in RM82 Ewing's sarcoma cells treated with DMSO and CLK-1 inhibitor and sequenced using the ONT platform.**

**a**, A PCA plot showing the variance for cells treated with either DMSO or CLK-1 inhibitor. **b**, A volcano plot showing the log2 fold change and  $-\log_{10}$  padj values for cells treated with DMSO or CLK-1 inhibitor, analysed without the inclusion of a UMI during analysis. **d**, A volcano plot showing the log2 fold change and  $-\log_{10}$  padj values for cells treated with DMSO or CLK-1 inhibitor and analysed using the homotrimer corrected UMI. These results demonstrate the utility of homotrimer correction in identifying differentially expressed genes and removal of false positive transcripts. 

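In the deposited transcript counts, the first principal component of the 500 most variable transcripts (log2 CPM, prior count 2) held 53.6% of the variance and the second 16.2%. On the first component the 3 libraries labelled DMSO scored from -17.7 to -6.82 and the 3 labelled SGC-CLK-1 from 6.78 to 14.5 (exact two-sided permutation test, p = 0.1, the lowest that 3 against 3 can give). With all 7840 tested transcripts, the shares were 40.6% and 18.9%.

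Further transcripts labelled in the volcano plots are those of HSP90AA1 and NUTF2. HSP90AA1 lies on chromosome 14. Its transcript ENST00000554401, annotated as a target of nonsense-mediated decay from 102082665 to 102086331, had a log2 fold change of -1.35 (standard error 0.19, adjusted p = 9.6e-05 by edgeR) in the libraries labelled SGC-CLK-1 against those labelled DMSO. Its protein-coding transcripts ENST00000334701 and ENST00000216281 had log2 fold changes of -0.96 and -0.94 (adjusted p = 0.0052 and 0.0057 by edgeR), and their mean counts were nearly the same, 378 and 389 with the SGC-CLK-1 label and 709 and 723 with the DMSO label, so that their changes are not independent. Reads of HSP90AA1 could also be shared with its pseudogenes. NUTF2 ENST00000219169, on chromosome 16 from 67846933 to 67872567, had a log2 fold change of -1.38 (standard error 0.21, adjusted p = 0.00022 by edgeR). All 4 transcripts kept an adjusted p under 0.05 under 12 alternatives, at most 0.048 for ENST00000216281 by edgeR. In the usage test, HSP90AA1 and NUTF2 did not pass the adjusted threshold (unadjusted p = 0.43 and 0.020 by edgeR's Simes test per gene). A change in which transcript of these genes is used was thus not shown.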

Differential expression was determined using DESeq2 using a Wald test and a p adjusted value of  $< 0.05$  was used as a threshold.

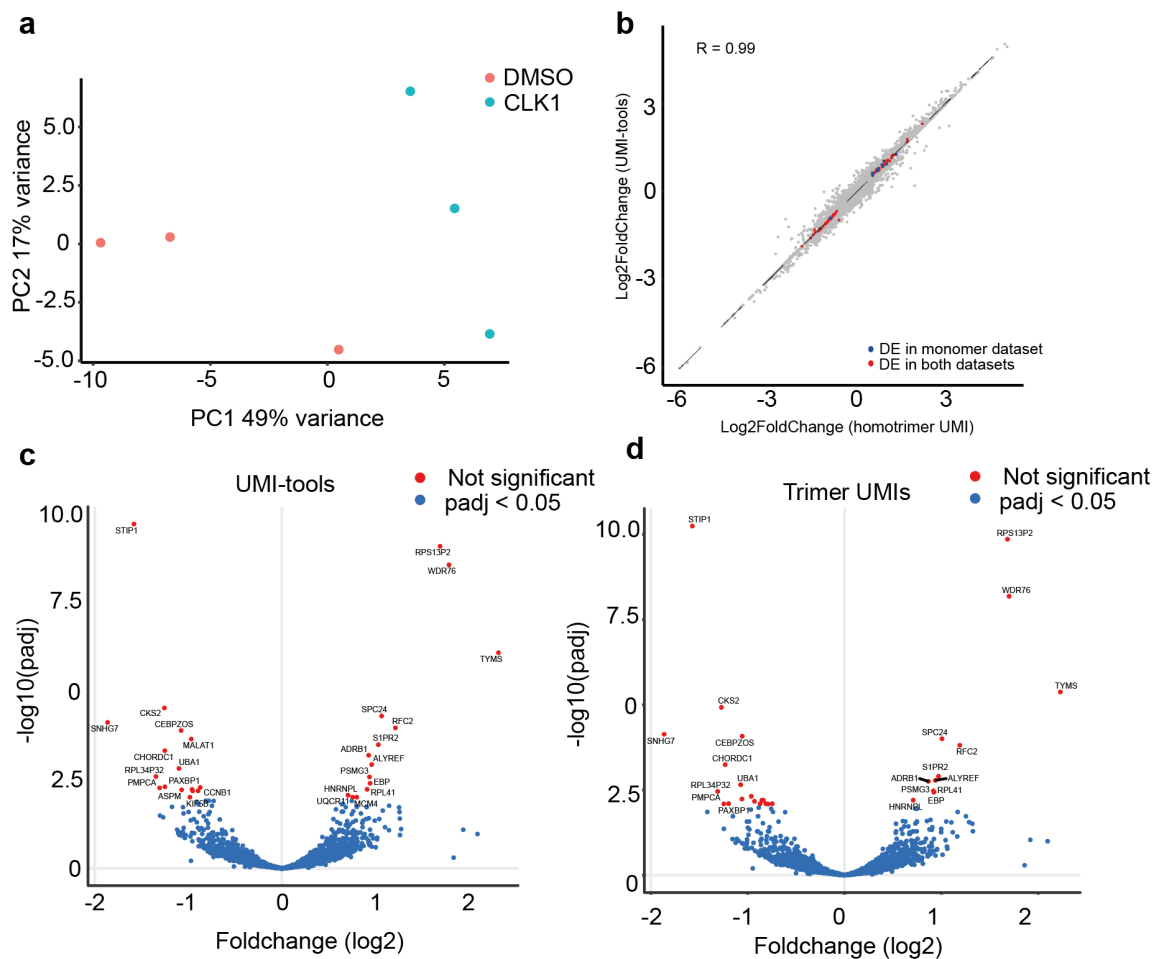

**Supplementary Figure 14: Analysis of differential gene expression in RM82 Ewing's sarcoma cells treated with DMSO and CLK-1 inhibitor and sequenced using the Illumina platform.**

**a**, A PCA plot showing the variance for cells treated with either DMSO or CLK-1 inhibitor. **b**, This scatter plot compares the log2 fold changes obtained from randomly collapsing each sequenced trimer UMI with those obtained from homotrimer UMI correction. **c**, A volcano plot showing the log2 fold change and  $-\log_{10} \text{padj}$  values for cells treated with DMSO or CLK-1 inhibitor, analysed without the inclusion of a UMI during analysis. **d**, A volcano plot showing the log2 fold change and  $-\log_{10} \text{padj}$  values for cells treated with DMSO or CLK-1 inhibitor and analysed using the homotrimer corrected UMI. These results demonstrate the utility of homotrimer correction in identifying differentially expressed genes and removal of false positive genes. Differential expression was determined using DESeq2 using a Wald test and a p adjusted value of  $< 0.05$  was used as a threshold.

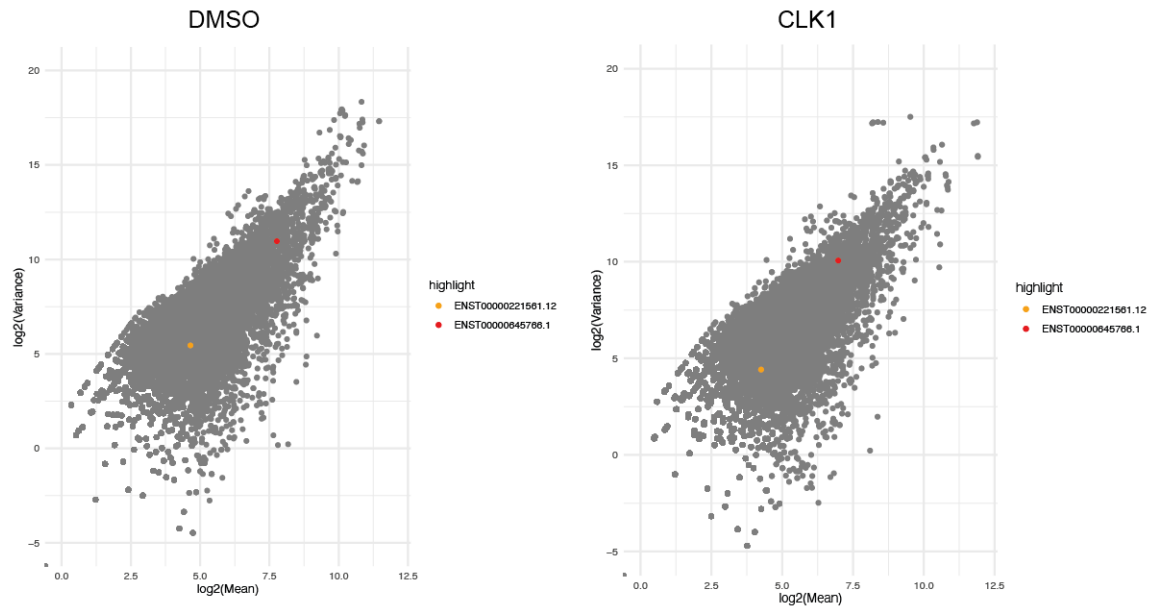

**Supplementary Figure 15: Mean variance plot of transcripts showing samples treated with DMSO and CLK1.**

The mean variance plots show that the transcript expression is correlated, with the higher the transcript expression the higher the variance. The data follows a negative binomial distribution. Two transcripts plotted in Fig. 1m-n are plotted as red and orange points.

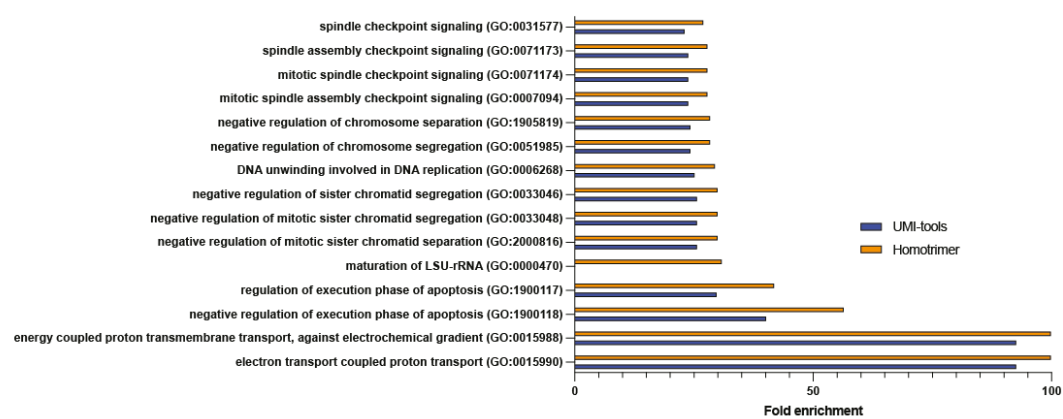

**Supplementary Figure 16: GO analysis of the differentially expressed genes between DMSO and CLK-1 inhibitor.**

Go analysis was performed for data shown in Fig. 1I that corrected using UMI-tools (blue bars) and differentially regulated genes following homotrimer correction (orange bars).

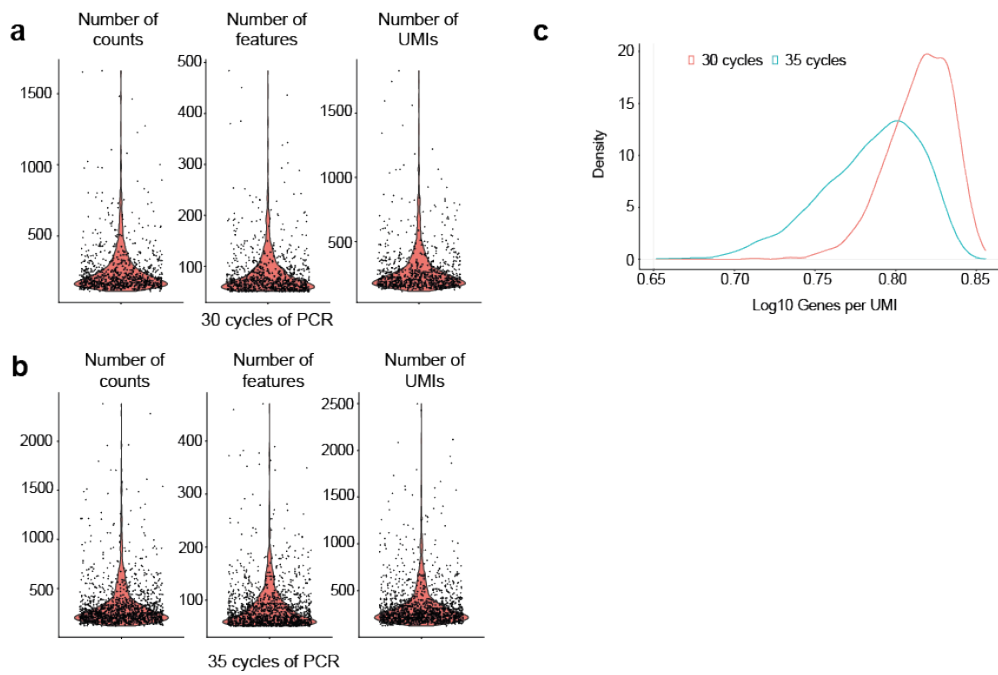

**Supplementary Figure 17: Quality metrics for 10X chromium single-cell sequencing libraries amplified using 20 and 25 cycles of PCR.**

The number of counts, features and number of UMIs for 10X Chromium libraries PCR amplified for 20 cycles (**a**) and 25 cycles (**b**). Each dot represents a single-cell following filtering. **c**, The log10 genes per UMI plotted as a density.

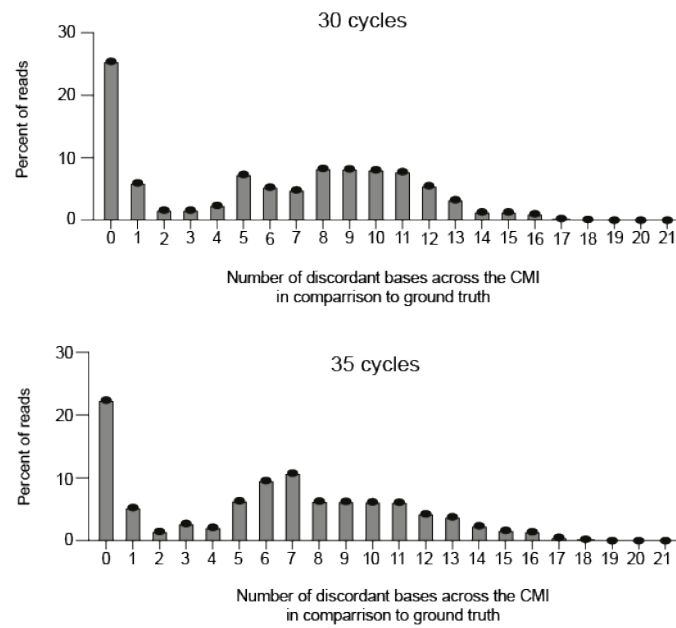

**Supplementary Figure 18: The number of discordant bases across the full length of the homotrimer UMI**

The number of errors per read between the sequenced CMI and the ground truth CMI following 30 and 35 PCR cycles. Error bars are s.d. of 3 independent experiments.

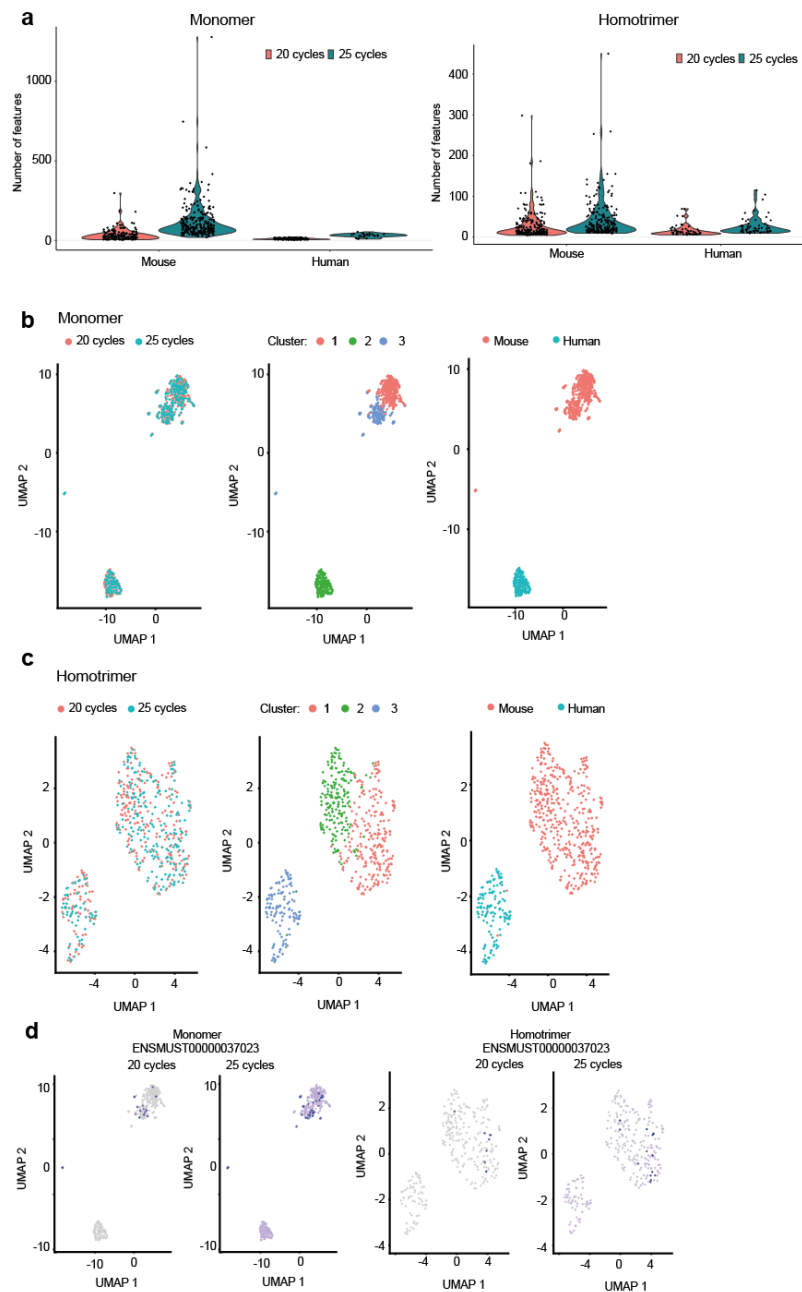

**Supplementary Figure 19: Number of features and UMAP clustering for the integrated analysis of homotrimer drop-seq UMIs following 20 and 25 cycles of PCR.**

**a**, The number of features detected within the mouse and human cells for monomer (left panel) and homotrimer (right panel) UMIs following 20 and 25 PCR cycles. UMAP plots showing the integration, clustering and annotation of libraries amplified following 20 and 25 PCR cycles for monomer (**b**) and homotrimer (**c**) UMIs. **d**, UMAP plots showing the expression of a non-significant gene ENSMUST0000037023 in monomers (left panels) and homotrimer corrected (right panels) following 20 and 25 cycles of PCR. Even though this gene is not considered significantly different between 20 and 25 cycles in both the monomer and homotrimer datasets, there is generally an overall increase in background counts following 25 cycles of PCR in the monomer dataset that is not apparent within the homotrimer dataset.

# Supplementary material for: Correcting PCR amplification errors in unique molecular identifiers to generate accurate numbers of sequencing molecules
**Source:** Nat Methods. 2024 Feb 5;21(3):401–5. doi: 10.1038/s41592-024-02168-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For PacBio CCS fastq reads were generated using CCS v6.3.0 ( <a href="https://github.com/PacificBiosciences/ccs">https://github.com/PacificBiosciences/ccs</a> ). For ONT sequencing, fastq files were generated using guppy v6.4.8 (ONT downloads)                                                                                                                                                                                                                                                                                                     |
| Data analysis   | Custom pipelines used within the analysis is available on Github ( <a href="https://github.com/cribbslab/TallyTriN">https://github.com/cribbslab/TallyTriN</a> ). External software called by these pipelines include: minimap2 (v2.25); Seurat package (v4.3.0); R/Bioconductor (v4.3.0); pysam (v0.21.0) bustools (v0.42.0); cgatcore (v0.6.15); UMI-tools (v1.1.4); featureCounts (v2.0.3) and hisat2 (v2.2.1). ResimPy (v0.0.1) is available on github ( <a href="https://github.com/cribbslab/resimpy">https://github.com/cribbslab/resimpy</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data has been deposited to GEO under accession number GSE218899. All analysis was performed using hg38 ensembl 98 version.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculation was performed prior to the study. We chose a minimum of three independent experiments to evaluate our methodology, a decision guided by several key considerations.

Firstly, the principle of replication, which is fundamental to scientific robustness, informed our choice. By conducting the experiment three times independently, we aimed to ensure that our findings were reproducible and not simply due to random variation.

Secondly, our methodology's primary focus is on evaluating the robustness of our assay. Utilising three independent experiments strikes a balance between practical feasibility and obtaining sufficient data to assess the assay's consistency across different runs. This number of experiments was deemed to provide enough data points to enable a meaningful analysis while being feasible in terms of resource allocation and time management.

Additionally, with a sample size of three, we are able to calculate the standard error of the mean (SEM). The SEM is an essential statistical measure for our study, particularly for the UMI/CFI correction, as it provides an estimate of the precision of our sample mean. This is crucial in quantifying the uncertainty associated with the measurements obtained from our assay.

Data exclusions

No data was excluded from the study.

Replication

All of our experiments were replicated in a minimum of three independent experiments unless otherwise stated within the figure legends.

Randomization

A comparative analysis was not undertaken, and therefore blinding was not deemed necessary. However, to provide clarity on the experimental design, we will elaborate on how samples were allocated into experimental groups.

In this study, sample allocation into experimental groups was not performed randomly. This decision was based on the specific objectives and design of our research, which focused on the evaluation of a particular assay or process rather than comparing different groups or conditions. Given the non-comparative nature of the study, the allocation of samples was guided primarily by the need to test the assay under consistent and controlled conditions.

We ensured that the samples were representative of the typical conditions under which the assay would be used, but they were not distributed across different experimental groups for comparative analysis. Therefore, the control of covariates, a critical aspect in comparative

studies to ensure that differences between groups are not due to confounding variables, was not applicable in the context of our study.

## Blinding

Blinding was not performed as part of this study. In the our study, the primary aim was to evaluate the performance of a specific assay under consistent conditions, rather than to compare outcomes across different groups or conditions. The focus was on the objective measurement of assay parameters, which are inherently independent of researcher or participant bias. Given the nature of the measurements—likely quantitative and based on predefined, objective criteria—the potential for subjective interpretation or bias was minimal.

Furthermore, the experimental design did not involve variables that could be influenced by the knowledge of the researchers or subjects. For instance, if the study involved chemical or laboratory analyses where outcomes are determined by standardized procedures and equipment, the scope for bias that could be mitigated by blinding is significantly reduced.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

|                                                                      |                                                                                                                                   |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Jurkat and RM82 cell lines were purchased from ATCC. STGM1 cells were a kind gift from Prof Clair Edwards (University of Oxford). |
| Authentication                                                       | Cell lines were authenticated by STR.                                                                                             |
| Mycoplasma contamination                                             | Cell lines were mycoplasma tested routinely and all tested negative.                                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines used in this study.                                                                               |

How the deposited data were processed for this re-analysis (not part of the article)

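The first kind of data was the set of reports on the common molecular identifier (CMI), in which the authors deposited percentages of error-free, erroneous and corrected CMIs for 17 sequencing runs, base-calling outputs or libraries. The authors located the CMI in each read by pattern matching and compared it with the expected sequence. Of the reports, 8 list the percent of CMIs with 0 to 10 mismatches, 8 list the percent with point errors and indels and the share corrected, and 1 lists reads with a poly(A) stretch only. From these, the percent of error-free CMIs and the percent correct after homotrimer correction were taken or computed per run, and groups of runs were summarised as mean and SD. Groups of 3 runs were compared by exact two-sided permutation tests of the difference in means, which cannot give p below 0.1. Wilson intervals (95%) were given only where a report states numbers of CMIs, and they cover counting error. A Wilson interval for the PacBio run and a Fisher's exact test of the base-calling models and of the 2 kinds of CMI had been set, but the reports give no numbers of CMIs for them and these were not computed.

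The second kind was transcript counts of 6 RM82 libraries. The authors called bases, mapped reads to human transcripts with minimap2, keeping secondary alignments, deduplicated UMIs and deposited the count of UMIs per transcript without normalization, 1 library per file. The total count per library lay between 362826 and 666702, with a median of 373004 in the group labelled SGC-CLK-1 and 416352 in the group labelled DMSO. A transcript that a library did not list was given a count of 0. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr with its minimum count of 10 and minimum total count of 15, TMM scaling, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05). The common biological coefficient of variation was 0.169. Transcript usage was tested with diffSpliceDGE, gene lists with camera and fry from limma 3.58.1 on log2 CPM (prior count 2) of counts summed to genes, and principal components on the 500 most variable transcripts. DESeq2 1.42.0 was an alternative. Transcripts were paired with genes by their identifiers without version in GENCODE release 44, and 94.7% of the tested transcripts had a gene. Exact permutation tests of single transcripts and intervals used Python 3.11.15, scipy 1.17.1 and R.

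The transcripts named in the text are those that the paper names for the bulk RM82 experiment or that can be read in Supplementary Fig. 13, and the 3 with the smallest adjusted p in each direction among those past 0.05 whose groups did not overlap. Genes named outside this rule are marked as such. The 3 gene lists were DNA unwinding (MCM2 to MCM7), the spindle assembly checkpoint (BUB1, BUB1B, BUB3, MAD1L1, MAD2L1, TTK, CENPE, ZWINT, KNL1 and CDC20) and SR splicing factors with CLK kinases (CLK1 to CLK4, SRSF1 to SRSF7 and SRSF9 to SRSF11). This rule, the lists, the tests and the alternatives were fixed before the data were examined, apart from leaving out single libraries in the tests of gene lists, from the transcript usage genes named for their values and from the tests of explanations in the closing section. The lists were written with the terms of the paper's enrichment analysis known.

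The functions were tested on simulated data drawn from the means and sizes of the libraries. Of 200 transcripts changed by a fold of 4, edgeR recovered 89.5% and DESeq2 86.0%, and 3.24% and 1.15% of their calls were wrong. The usage test recovered 94.5% of 200 genes with exchanged transcripts, among 1689 genes. In camera, 8 of 100 unchanged lists had p under 0.05. The simulation drew each transcript independently with a common dispersion, and its unchanged lists were random genes. Counts of the same gene varied together in the data, so these rates need not hold there. DESeq2 was simulated on 7840 transcripts and applied to 93530.

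The alternatives tried were other scalings, filters on low counts, DESeq2, counts summed to genes, another test per gene, fry, other denominators, pooled CMIs, leaving out each replicate, and the replicate number as a block. The table of counts from libraries with 15, 20, 25 and 30 PCR cycles was not used, because its 4 columns carry names that could not be paired with a number of cycles. The comparison of UMI-tools with homotrimer correction, the Illumina libraries of RM82 and the single-cell experiments were not analysed here.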

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

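Of 337 values computed under alternatives for 50 results, 284 were counted as unchanged. These kept their direction and side of the threshold, stayed within the spread of their replicates, or were counts of calls near the main count. Leaving out a single run or library cannot move a mean of 3 values by as much as their SD. Group means under that step were therefore counted as unchanged in advance, among them LSK109 without replicate 1 (58.3% against 45.3%). Such counts ran from 212 to 427 transcripts against 310, and from 4 to 7 genes with differing usage against 5. The cause of the changes in the remaining values was not tested, except where fewer features or libraries entered the fit.

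Error-free CMIs with Illumina were 90.1% on average, against 68.7%, when CMIs with more than 5 mismatches were left out. The same step moved the difference between super and high accuracy base calling from 33.9 to 29.4 percentage points and the homotrimer-synthesised CMI from 35.8% to 49.0%. It moved replicate 1 of LSK109 from 19.5% to 39.9% and replicate 1 of LSK112 from 18.4% to 38.8%. With each run left out, the kit14 value minus the Illumina value lay from 3.05 to 11.6 percentage points before correction, where it was 7.17, with the lowest value without Illumina run 2 and the highest without Illumina run 3. After correction it lay from -11.2 to -9.93. The difference between kit14 and LSK109 lay from 17.6 to 38.2, and that between kit14 and LSK112 from 19.4 to 40.5, each lowest without replicate 1. The pooled Illumina value after correction was 98.2%. Pooling of runs was not applied before correction, nor to kit14 and PacBio after it, since the reports do not state their numbers of CMIs. The limit of 5 mismatches could not be applied to values after correction, nor to the PacBio run, the kit14 runs and replicates 2 and 3 of LSK109 and LSK112, whose reports do not give numbers of mismatches. The depth of those runs is not stated in the reports used, and the reads were not analysed here, which limits every comparison of CMIs to the spread between runs.

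For transcripts, 310 were past the threshold. The count was 128 with DESeq2, 162 with every transcript counted at least 1 time and 173 with at least 10 counts in every library, and 15 genes after summing to genes. It was 311 with RLE size factors and 295 with library size only. DESeq2 called 105 lower and 23 higher, where edgeR called 165 and 145. More transcripts were higher than lower with library size only (130 lower, 165 higher), without SGC-CLK-1 replicate 2 (36 lower, 45 higher) and without SGC-CLK-1 replicate 3 (54 lower, 76 higher). Across the 6 fits that each left out one library, 81 to 363 transcripts were past the threshold, with 81 without SGC-CLK-1 replicate 2, 101 without DMSO replicate 1 and 130 without SGC-CLK-1 replicate 3. Genes with differing usage numbered 5, and 1 with at least 10 counts in every library, 7 with the F-test per gene, and from 1 to 5 with a library left out. The share of variance on the first 2 principal components was 40.6% and 18.9% with all tested transcripts. The median log2 fold change of all tested transcripts stayed within 0.1 of 0 under each scaling.

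For the gene lists, fry gave an adjusted p of 0.18 for the spindle checkpoint, where camera gave an adjusted p of 0.037 (both in limma). Leaving out single libraries, an alternative chosen after seeing the data, gave unadjusted camera p from 0.0012 to 0.17 for the checkpoint, from 3.5e-06 to 2.9e-05 for DNA unwinding and from 0.065 to 0.37 for splicing factors (limma). The median log2 fold change of the splicing list changed sign from -0.07 to 0.00182 with library size only, 0.0215 with at least 10 counts in every library, 0.10 without DMSO replicate 1 and 0.00607 without SGC-CLK-1 replicate 2. It was -0.33 without SGC-CLK-1 replicate 1. Among single transcripts, genes and group means, 20 values under alternatives fell outside the threshold, 2 came inside it and 5 moved by more than their spread.

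Replicate numbers did not pair the libraries. Deviations from the group means correlated at 0.059, 0.093 and -0.0018 across transcripts for same-numbered libraries. With the replicate block, 427 transcripts and 4 genes with differing usage were past the threshold, camera p was 5.0e-06, 0.028 and 0.13 for DNA unwinding, checkpoint and splicing (limma), and the paired differences between CMI groups were 7.17, -10.6, 30.6 and 32.1 percentage points (paired exact permutation tests, p = 0.5, 0.25, 0.25 and 0.25, the last being the smallest that 3 pairs allow). The log2 fold change of ENST00000645766 (FRG2) was -0.80 with the replicate block, with an adjusted p of 0.019 by edgeR, and the log2 ratio of TLE5 was -0.38 (paired exact permutation test, p = 0.5). The alternatives set for PCR cycles, for the monomer CMI and for UMI-tools against homotrimer counts were not run.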

Differences from the paper's values

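For kit14, 12.4% ± 1.17 (SD, n = 3) of CMIs were still wrong after homotrimer correction in the deposited reports, where the paper shows about 1% in Fig. 1d, read by eye. With each run left out the value lay from 11.8% to 12.9%, and none of the alternatives set before the data were examined closed the gap. These alternatives left out runs only, so they could not test another denominator. In the PacBio run, 7.78% of CMIs were corrected, where the paper shows about 26% in Fig. 1d, read by eye, and no alternative could be computed for it. The paper's methods remove UMIs with many errors, and do not state whether its CMI percentages leave such CMIs out. The kit14 and PacBio reports did not allow this step. Unlike denominators therefore stay open as a reason for both gaps. Error-free CMIs with LSK109 were 45.3% ± 22.5 (SD, n = 3), where the paper shows about 19% in Supplementary Fig. 9, read by eye. The values without replicate 2 (37.7%) and without replicate 3 (40.0%) lie within the SD of the paper's value, while the value without replicate 1 (58.3%) does not. Replicate 1 alone gave 19.5%.

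The mean count of FRG2 was 93.0 in the libraries labelled DMSO and 56.0 in those labelled SGC-CLK-1, where the paper shows about 55 for DMSO and about 92 for SGC-CLK-1 in Fig. 1l, read by eye, so that the values match only when the 2 groups are exchanged. None of the alternatives set before the data were examined closed the gap for DMSO (91.5 to 95.5 with 1 library left out). For SGC-CLK-1, the mean of 62.0 without replicate 2 is within 1.5 times the paper's value. FRG2 had an adjusted p under 0.05 with the replicate block (0.019) and without DMSO replicate 2 (0.021) by edgeR, both with lower counts in the libraries labelled SGC-CLK-1.

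Some statements of the paper also differed from these values. The paper places Illumina above PacBio in accuracy before correction and PacBio first after correction. Here error-free CMIs were 68.7% with Illumina, 74.8% with PacBio and 75.9% with kit14, and correct CMIs after correction were 98.1%, 82.5% and 87.6%, with a denominator for Illumina that differed from that before correction. The paper shows a clear margin of kit14 over Illumina before correction. The margin here had the same direction but was 7.17 percentage points (exact permutation test, p = 0.4), between runs with different kinds of report. For kit14, error-free CMIs were 75.9% ± 0.95 (SD, n = 3) here and 89.95% in the paper. For Illumina they were 68.7% ± 8.57 (SD, n = 3) here and 73.36% in the paper. The paper's Fig. 1l shows FRG2 higher after SGC-CLK-1, and here its log2 fold change in the libraries labelled SGC-CLK-1 was -0.79.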

Other observations

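The tests of exchanged labels and of mismatch patterns were chosen only after the result was seen. The tests of retained introns, shared reads and other splits of the libraries were set before their values were computed.

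The libraries' FRG2 counts lay within 2 of the homotrimer bars in Fig. 1l of the other group for 6 of 6 libraries, matched by replicate number, and within 2 of their own group's bars for 0 of 6. A candidate explanation is that the labels of the 2 groups are exchanged between the deposited counts and the figure. Which side is exchanged stays open. For TLE5, 4 of 6 counts lay within 2 of their own group's bars and 4 of 6 of the other's. The counts labelled DMSO were equal to the bars of SGC-CLK-1 in 3 of 3 replicates, while of those labelled SGC-CLK-1 only 1 lay within 2 of the bars of DMSO, so TLE5 does not settle the question. With the UMI-tools bars of Fig. 1l, 2 of 6 FRG2 counts lay within 2 of the other group's bars, so the counts stood closer to the homotrimer bars. The log2 fold changes read in Supplementary Fig. 13 have the signs found here with the labels as deposited (-3.76 for ENST00000429810 and -1.35 for ENST00000554401). If the deposited labels were the exchanged ones, every direction given for RM82 would turn round. No biological explanation was tested.

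Transcripts of one gene often had nearly the same count. Among 1116 genes whose 2 most abundant transcripts had at least 10 counts in every library, leaving out HSP90AA1, where this was first seen, 56.6% of pairs varied together more closely than independent counting allows at the 1% level, against 0.406% of 1233 pairs of different genes. Counting of 1 read on more than 1 transcript, in line with the secondary alignments kept in mapping, is a candidate explanation. It would lower the number of genes with differing usage and make sums over transcripts larger than the number of molecules, and neither effect was measured. The transcripts past the threshold are then fewer independent events than their number, 310, since those with a gene lie in 177 genes.

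Other splits of the 6 libraries into 3 and 3 gave fewer calls. As many transcripts past the threshold were found in 1 of the 10 splits, the real one, and the largest count of another split was 0. For genes with differing usage it was also 1 of 10, with 0 in the others. With 10 splits the share cannot fall below 0.1, so grouping by chance cannot be told apart from an effect of treatment by this count alone.

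Of 43 retained-intron transcripts past the threshold, 33 were lower and 10 higher in the libraries labelled SGC-CLK-1, or 76.7% lower (95% Wilson interval 62.3 to 86.8%), while 106 protein-coding transcripts were lower and 104 higher. The share lower was 66.7% with at least 10 counts in every library, 69.0% with library size only, 89.7% with every transcript counted at least 1 time and 93.8% with DESeq2, which called 105 of all its 128 transcripts lower. With single libraries left out it lay from 74.4% to 85.7%. The paper does not report this split. Reads shared between transcripts of one gene stay open as an explanation, because with only the transcript with the smallest p kept per gene 64.3% of 28 were lower (45.8 to 79.3%), an interval that includes 50%. The pattern is not visible in the median of all 645 retained-intron transcripts tested. Their median log2 fold change differed from that of protein-coding transcripts by -0.0086, and 9 of the 10 splits gave a difference as large. In 3 bins of transcript length and 3 of GC content the differences went both ways. They ran from -0.038 to 0.021 for length and from -0.11 to 0.079 for GC content. The value of -0.11 was that of the bin with the highest GC content, and it goes with the pattern. Its 95% bootstrap interval, -0.17 to -0.012, excluded 0, while the intervals of all other bins included 0. The comparisons of medians, by splits and by bins, used all transcripts tested and not only the 43 past the threshold. They therefore cannot decide what lies behind the pattern in those 43, and length and GC content stay open. An effect of the inhibitor on intron retention also stays open, with its direction depending on the labels.

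In the 3 Illumina runs, CMIs with 6 to 8 mismatches were 8.12 times as frequent as those with 2 to 4 (6.8 to 9.65 in single runs), and the peak was at 7 mismatches in 3 of 3 runs. Independent substitutions of single bases would make the share fall with each further mismatch, which these values exclude. Loss of 1 base at an even rate along the CMI would give a ratio of 1, which is also excluded. A shift at particular positions stays open. In the homotrimer-synthesised CMI library, the share with 3 mismatches was higher than that with 2 by 15.3 percentage points, which argues against independent substitutions of single bases. Exchange of whole blocks of 3 bases, independently of each other, would predict 4.39% of CMIs with 6 mismatches from the shares with 0 and 3, and 3.16% was found. Without the number of CMIs the 2 values cannot be told apart. No biological explanation was tested for either pattern.

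Indels made up most of the CMIs with errors wherever they were reported. They were 63.4% ± 1.17 (SD, n = 3) of CMIs with errors with kit14, 87.2% in the PacBio run, 73.3% ± 1.23 (SD, n = 2) with LSK109 and 72.6% ± 2.49 (SD, n = 2) with LSK112. The paper describes few indels for other outputs of CMI-tagged cDNA (Supplementary Fig. 12), for which indels were not analysed here.

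A pair of the paper's percentages for CMIs stand close to values of single Illumina runs. The paper's value of 68.08% for PacBio before correction lies beside 68.1% in Illumina run 1, and its value of 98.45% for Illumina after correction beside 98.5% in Illumina run 3. The percent of 74.8% in the report on the PacBio run matched neither.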
